# *N*1-acetylspermidine is a determinant of hair follicle stem cell fate

**DOI:** 10.1242/jcs.252767

**Published:** 2021-05-11

**Authors:** Kira Allmeroth, Christine S. Kim, Andrea Annibal, Andromachi Pouikli, Janis Koester, Maxime J. Derisbourg, Carlos Andrés Chacón-Martínez, Christian Latza, Adam Antebi, Peter Tessarz, Sara A. Wickström, Martin S. Denzel

**Keywords:** Hair follicle stem cells, Polyamines, Cell fate, mRNA translation

## Abstract

Stem cell differentiation is accompanied by increased mRNA translation. The rate of protein biosynthesis is influenced by the polyamines putrescine, spermidine and spermine, which are essential for cell growth and stem cell maintenance. However, the role of polyamines as endogenous effectors of stem cell fate and whether they act through translational control remains obscure. Here, we investigate the function of polyamines in stem cell fate decisions using hair follicle stem cell (HFSC) organoids. Compared to progenitor cells, HFSCs showed lower translation rates, correlating with reduced polyamine levels. Surprisingly, overall polyamine depletion decreased translation but did not affect cell fate. In contrast, specific depletion of natural polyamines mediated by spermidine/spermine *N*1-acetyltransferase (SSAT; also known as SAT1) activation did not reduce translation but enhanced stemness. These results suggest a translation-independent role of polyamines in cell fate regulation. Indeed, we identified *N*1-acetylspermidine as a determinant of cell fate that acted through increasing self-renewal, and observed elevated *N*1-acetylspermidine levels upon depilation-mediated HFSC proliferation and differentiation *in vivo*. Overall, this study delineates the diverse routes of polyamine metabolism-mediated regulation of stem cell fate decisions.

This article has an associated First Person interview with the first author of the paper.

## Abstract (precis)

**Summary:** Reduced protein synthesis is required for stem cell functions. Here, we delineate a complex interplay of polyamines and mRNA translation that determines hair follicle stem cell fate decisions.

## INTRODUCTION

mRNA translation is one of the most complex and energy-consuming cellular processes (Roux and Topisirovic, 2018). It comprises initiation, elongation, termination and ribosome recycling, and plays a key role in gene expression (Hershey et al., 2019). The rate of protein synthesis is tightly controlled by signaling pathways that sense various internal and external stimuli (Roux and Topisirovic, 2018). Deregulation of translation can manifest in a variety of diseases, including neurodegeneration and cancer (Tahmasebi et al., 2018). The regulation of mRNA translation has also been implicated in early cell fate transitions (Ingolia et al., 2011; Kristensen et al., 2013; Lu et al., 2009). Several studies in both embryonic and somatic stem cells demonstrate that global translation is suppressed in stem cells to retain them in an undifferentiated state, whereas translation is increased in progenitor cells upon differentiation (Baser et al., 2019; Sampath et al., 2008; Signer et al., 2014; Zismanov et al., 2016).

Hair follicle stem cells (HFSCs) represent an excellent paradigm to study adult somatic stem cell fate decisions, since they fuel cyclical rounds of hair follicle regeneration during the natural hair cycle (Blanpain and Fuchs, 2009; Fuchs et al., 2001). Blanco et al. (2016) showed that the activation of HFSCs during the transition from the resting phase, telogen, to proliferation in anagen during the hair cycle also coincides with increased translation. These data demonstrate a functional role for increased translation during differentiation in the epidermis. However, the mechanisms that regulate translation in stem cells in general and upon differentiation remain poorly understood.

One important determinant of translation rates is the availability of the natural polyamines putrescine, spermidine and spermine. Polyamines are polycations that are essential for cell growth. They bind to a variety of negatively charged cellular molecules, including nucleic acids (Dever and Ivanov, 2018). Polyamine homeostasis is critical to cell survival and is achieved by coordinated regulation at different levels of their synthesis, degradation, uptake and excretion (Wallace et al., 2003). Interestingly, up to 15% of polyamines are stably associated with ribosomes in *Escherichia coli*, highlighting their importance in protein synthesis (Cohen and Lichtenstein, 1960). Additionally, the polyamine spermidine is converted into the amino acid hypusine, which modifies the elongation factor eIF5A (Park et al., 1981). This modification is critical for translation elongation, especially for difficult substrates like polyproline (Gutierrez et al., 2013; Saini et al., 2009).

Given that increased polyamine levels positively regulate translation and that high translation rates promote stem cell differentiation, it is surprising that previous studies have implicated elevated polyamine levels in stem cell maintenance. For example, polyamines positively influence expression of MINDY1, a deubiquitinating enzyme, which promotes embryonic stem cell (ESC) self-renewal (James et al., 2018). Additionally, forced overexpression of one of the rate-limiting enzymes in polyamine biosynthesis, namely adenosylmethionine decarboxylase (AMD1) and ornithine decarboxylase (ODC), in ESCs results in delayed differentiation upon leukemia inhibitory factor (LIF) removal and improves cellular reprogramming (Zhang et al., 2012; Zhao et al., 2012). In line with these observations, differentiation of human bone marrow-derived mesenchymal stem cells coincides with decreased polyamine levels (Tsai et al., 2015). These data suggest that changes in polyamine levels can affect cell fate. However, the link between polyamines and translation in cell fate decisions remains unclear. Do low polyamine levels endogenously reduce translation rates in stem cells? Does reduction of polyamine levels, and translation, affect stem cell maintenance and function? Might distinct polyamine species differ in their effects on stem cells through translation or other mechanisms?

We addressed these questions in a HFSC organoid culture. Surprisingly, low translation rates achieved by changes in polyamine availability did not correlate with stemness in the organoids. Instead, accumulation of acetylated polyamines favored the stem cell state. Intriguingly, we identified *N*1-acetylspermidine (*N*1-AcSpd) as a determinant of HFSC fate, affecting cell proliferation. Forced HFSC proliferation and differentitation upon depliation in mice led to elevated *N*1-AcSpd levels, suggesting that acetylated polyamines play a functional role in cell fate decisions *in vivo*.

## RESULTS

### Low translation rates and enhanced protein quality control mark the HFSC state in 3D–3C organoids

Various types of stem cells display lower translation rates than their differentiated counterparts (Baser et al., 2019; Sampath et al., 2008; Signer et al., 2014; Zismanov et al., 2016). This concept also applies to the epidermis – HFSCs have lower protein synthesis rates than committed cells *in vivo* (Blanco et al., 2016). To test whether isolated HFSCs maintain low translation, we sorted freshly prepared mouse epidermal cells using three different markers (Fig. 1A) – α6 integrin, which is expressed in all progenitors both in the interfollicular epidermis (IFE) and the hair follicle (HF) (Li et al., 1998; Sonnenberg et al., 1991); the hematopoietic stem cell marker CD34, which marks the bulge stem cells of the HF (Trempus et al., 2003); stem cell antigen-1 (Sca1; also known as LY6A), which is expressed in the infundibulum (IFD) region of the HF and in the basal layer of the epidermis (Jensen et al., 2008). By gating for Sca1-negative cells, IFE and IFD progenitors can be separated from HF progenitors (Fig. S1A). Thus, we compared HF bulge stem cells (Sca1−/α6+/CD34+) to HF outer root sheath cells (Sca1−/α6+/CD34−). We performed puromycin incorporation assays to quantify *de novo* protein synthesis (Schmidt et al., 2009) and found a significant reduction in Sca1−/α6+/CD34+ stem cells (Fig. 1B,C), confirming reduced translation rates in HFSCs *in vivo* that are maintained upon isolation.

**Fig. 1.**
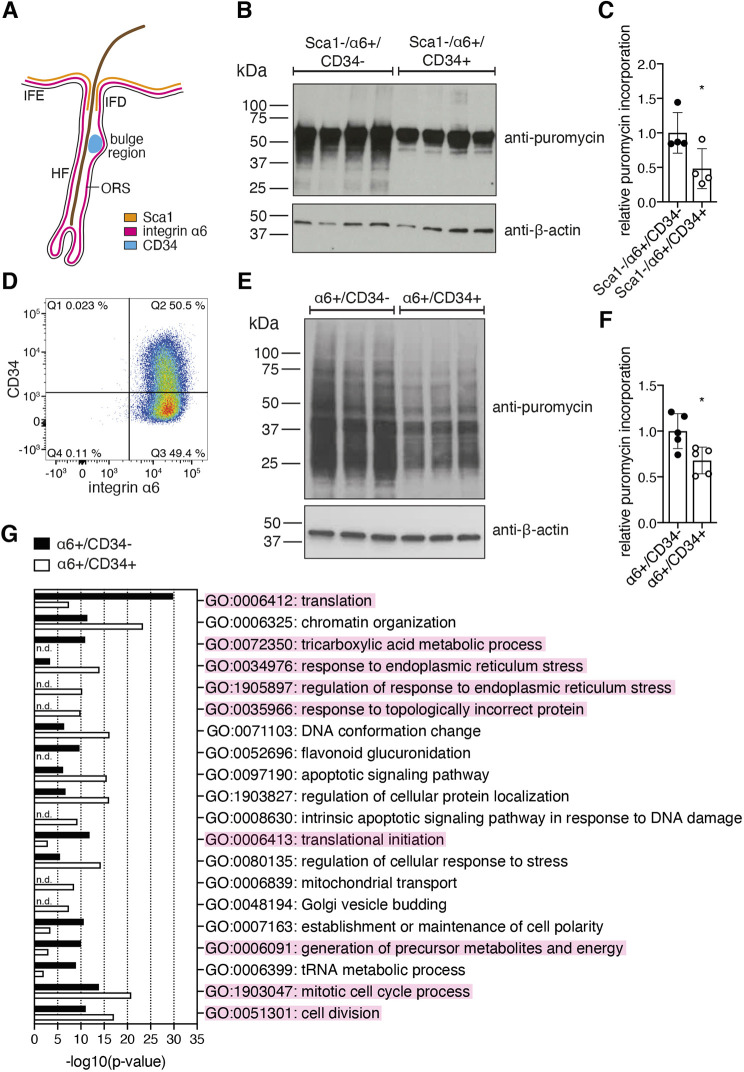
**Low translation rates and elevated protein quality control mark the HFSC state in the 3D–3C organoids.** (A) Schematic of marker expression in the hair follicle (HF). The interfollicular epidermis (IFE) and the infundibulum (IFD) region of the HF are marked by Sca1 expression. Integrin α6 is expressed in the basal layer of the IFE and the HF. CD34 expression is restricted to the bulge region. ORS, outer root sheath. (B) Western blot analysis after puromycin incorporation in Sca1−/α6+/CD34− progenitor cells compared to Sca1−/α6+/CD34+ HFSCs. (C) Quantification of the western blot results from experiment as in B. Results are mean±s.d. (*n*=4). (D) Representative dot plot of 14 independent experiments showing the distribution of the populations after 2 weeks of 3D–3C culture using integrin α6 and CD34 as markers. The percentage of cells in each quadrant is indicated. (E) Representative western blot analysis after puromycin incorporation in α6+/CD34− progenitor cells compared to α6+/CD34+ HFSCs. (F) Quantification of the western blot results from experiment as in E. Results are mean±s.d. (*n*=5). (G) GO term analysis of all translated mRNAs comparing α6+/CD34− progenitors and α6+/CD34+ HFSCs (biological process, metascape.org). The 20 GO terms with the biggest difference in enrichment between the translatomes of progenitors and HFSCs are shown. n.d., not detected. Each dot in C,F represents one biological replicate (*n*). *P<0.05 [two-tailed unpaired *t*-test (C,F)].

To understand the functional consequences of this difference in translation, we made use of an *in vitro* organoid culture system (3D–3C culture) allowing for the long-term culture and manipulation of HFSCs and their direct progeny (Chacón-Martínez et al., 2017). In this culture, cells maintain self-renewal capacity and multipotency and respond to similar differentiation signals as HFSCs *in vivo*. Analysis of the 3D–3C organoid culture is based on integrin α6 and CD34 expression – while freshly isolated epidermal cells contain ∼5% α6+/CD34+ HFSCs (Fig. S1B), a balance between α6+/CD34+ HFSCs and α6+/CD34− progenitor cells is formed in a self-driven process in the organoid culture (Fig. 1D). Based on their transcriptome and marker expression analysis, these progenitor cells represent HF outer root sheath (ORS) cells and inner bulge cells (Chacón-Martínez et al., 2017; Kim et al., 2020), both of which represent HFSC progeny and act as niche cells for HFSCs *in vivo* (Hsu et al., 2014). To confirm that α6+/CD34+ HFSCs are less differentiated compared to α6+/CD34− ORS progenitors, we sorted cells after 2 weeks of 3D–3C culture and analyzed gene expression by 3′ RNA-sequencing (RNA-seq) and quantitative (q)RT-PCR (Fig. S1C). Comparing global gene expression in the two populations, the most enriched GO term was ‘skin development’ (Fig. S1D). Moreover, expression of HFSC identity markers, as well as markers for ORS lineage progression and the inner bulge (Joost et al., 2020), were elevated in HFSCs and progenitors, respectively (Fig. S1E). As expected, gene expression was similar between our RNA-seq data and a previously published dataset (Fig. S1E) (Chacón-Martínez et al., 2017). Furthermore, we analyzed the expression of key HFSC marker genes that were previously described to be upregulated in bona fide *in vivo* HFSCs (Morris et al., 2004; Tumbar et al., 2004) by qRT-PCR; the expression of most stem cell marker genes was higher in HFSCs compared to progenitor cells (Fig. S1F). In summary, 3D–3C cultured α6+/CD34− progenitors and α6+/CD34+ HFSCs are clearly distinguishable at the gene expression level and represent distinct cellular states. Next, we investigated puromycin incorporation in the two cell populations after sorting and found reduced translation in α6+/CD34+ HFSCs (Fig. 1E,F). Thus, the 3D–3C organoids maintain this key *in vivo* property of HFSCs, making them a suitable model to study the influence of translation on cell fate.

We next aimed to mechanistically understand how *de novo* protein synthesis affects cell fate. To this end, we analyzed the translatome in sorted α6+/CD34− progenitors and α6+/CD34+ HFSCs by ribosome footprinting (Ingolia et al., 2009). 

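Untreated progenitors and HFSCs sorted from the organoids of 2 donor mice each gave an RNA-seq library and a Ribo-seq library from the same lysate, which makes n = 2 per group and assay. The authors trimmed the reads, removed rRNA and tRNA reads, aligned the rest and deposited the reads counted on each of 64026 transcripts, without scaling. Because a read was counted on several transcripts of a gene, 41.4% of the transcripts with at least 20 counts over the 8 libraries, of genes with more than 1 transcript, carried the same Ribo-seq counts as another transcript of that gene. One transcript was therefore kept for each of 22612 genes: the one with the most footprints, then the most RNA-seq counts. On these transcripts replicates 1 and 2 held 34475 and 268052 footprints in progenitors and 52386 and 133360 in HFSCs. The RNA-seq libraries held 24499094 and 23655550 counts in progenitors and 30917651 and 25980989 in HFSCs. Where a library has no count, up to 3 counts remain possible, or 0.00112% to 0.00870% of an untreated Ribo-seq library; such limits cover counting error only, since the libraries were amplified by PCR without molecular identifiers. Counts were scaled by the TMM method and compared by edgeR's quasi-likelihood test with Benjamini-Hochberg (BH) adjustment, for genes with a mean of at least 1 count, and an exact test of 2 libraries against 2 cannot go below P = 0.333. In RNA-seq 21 of 14224 genes passed an adjusted P of 0.05, with 16 higher and 5 lower in HFSCs, and 1363 genes had an unadjusted P under 0.05. DESeq2 gave 268 such genes after adjustment, 156 of them higher, and the fit with the mouse as a replicate block gave 3, or 752 with the replicate numbers of the 2 treated HFSC RNA-seq libraries exchanged (chosen after seeing the data). Among genes with a mean of at least 10 counts and the same direction in both mice, the smallest P values belonged to Krt15 (log2 fold change of HFSCs over progenitors 2.01, SE 0.118, adjusted P = 8.17e-04; 180 ± 14.7 against 723 ± 57.4 CPM, mean ± SD), Cd34 (4.70, SE 0.351, adjusted P = 0.00303; 2.96 ± 0.863 against 77.1 ± 13.7 CPM) and Ltbp2 (2.35, SE 0.194, adjusted P = 0.00461). On the lower side they belonged to Ablim1 (−1.54, SE 0.156, adjusted P = 0.0183), Tuba8 (−0.98, SE 0.110, adjusted P = 0.0251) and Tslp (−0.85, SE 0.108, adjusted P = 0.0290), and with the replicate block each of these 3 had an adjusted P of 0.0730. In Ribo-seq 1 of 8440 genes passed, Krt15, and 223 had an unadjusted P under 0.05.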

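For the difference in translational efficiency (TE) between untreated HFSCs and progenitors, the 4 RNA-seq and 4 Ribo-seq libraries were fitted together and the interaction of assay and cell type was tested with edgeR's quasi-likelihood test. Of 8776 genes with a mean of at least 1 count in each assay, 459 (5.23%) had an unadjusted P under 0.05, the threshold of Fig. S1K,L, and none passed after BH adjustment. By chance alone 438.8 genes would be expected. In simulated libraries with the measured means and spreads and no changed gene, the same test called 8.49% of 8639 genes, and 4.56% when the footprints were given the spread of the RNA-seq counts. Of the 459 genes 199 had a higher and 260 a lower TE in HFSCs, whereas DESeq2 fitted to both assays gave 519 genes, 303 of them higher. Among genes with a mean of at least 10 counts 88 were left. Among genes with that many counts and the same direction in both mice, the smallest P values were those of Rarg (log2 fold change 2.11, SE 0.533; 1.33 without replicate 2), Txndc5 (1.23, SE 0.395) and Hist1h1d (1.00, SE 0.364) on the higher side, and of Sept10 (−2.57, SE 0.611), Psma2 (−1.49, SE 0.419) and Crcp (−2.18, SE 0.631) on the lower side, all with an adjusted P of 0.908. Rarg rests on 2 and 8 footprints in progenitors and 8 and 22 in HFSCs.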

Using deep sequencing of ribosome protected fragments, we identified actively translated open reading frames and calculated the translational efficiency for each transcript by normalizing the Ribo-sequencing results to RNA-seq results obtained from the same sample (Fig. S1G). Successful digestion of the mRNA upon RNase treatment was confirmed by polysome profiling (Fig. S1H) and the meta-profile revealed periodicity of the P-sites in the coding sequence with almost no signal in the untranslated regions close to the start and the stop codon (Fig. S1I), suggesting successful computation of the P-site offset (Lauria et al., 2018). 

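The 10 HFSC identity markers of Fig. S1J (Crip1, Dab2, Dkk3, Fzd2, Id2, Krt15, Lhx2, Nfatc1, Sox9 and Vdr) all had more RNA-seq counts in HFSCs, with log2 fold changes from 0.53 (Id2) to 2.38 (Dab2) and a median of 1.28. In edgeR's quasi-likelihood test Krt15 and Nfatc1 (0.97, SE 0.110, adjusted P = 0.0251; 0.0730 with the replicate block) passed the BH adjustment over all genes, and all 10 passed the adjustment over the list alone. The 6 lineage markers (Krt6a, Krt17, Lgals7, Lypd3, S100a14 and S100a16) were all lower, from −0.92 (Lypd3) to −0.12 (Lgals7); 0 passed over all genes, and 2 over the list alone, Krt6a and Lypd3. In Ribo-seq Krt15 rose from 423 ± 275 to 2159 ± 166 CPM (2.21, SE 0.396, adjusted P = 1.97e-04). Dab2 and Lhx2 were at or under the 3-count limit in both cell types, and Crip1 was so in progenitors. With progenitor counts that low set to 3, the bound used for such genes, Crip1 was 1.05-fold higher in HFSCs. Counting error in HFSCs is left out of this fold, so it is not a lower limit. The 8 identity markers tested had a median of 1.05, or 0.57 with genes at the limit set to their bound, and 7 of them were higher. Id2 (−0.18) was the exception and changed sign with the mouse left out, −4.10 without replicate 2 and 0.27 without replicate 1. All 6 lineage markers were lower in footprints, with a median of −0.51; Lgals7 (−0.05) became 0.43 and S100a14 (−0.16) became 0.27 without replicate 2, and Lgals7 was 0.0074 with the replicate block. As sets, the identity markers had a camera adjusted P of 1.63e-26 in RNA-seq and 2.48e-04 in Ribo-seq, and the lineage markers 9.53e-05 and 0.0207. With fry, which takes the correlation between genes from the libraries, these were 0.0442, 0.493, 0.112 and 0.493. The sorting markers gave 2.53 for Cd34 in Ribo-seq (SE 1.11, adjusted P = 1.00; 0 and 4 footprints in progenitors, 6 and 8 in HFSCs), and −0.37 in both assays for Itga6. Of the Krt6a coding sequence, 31.7% of the 28-base words occur nowhere else in the genome.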

Analysis of HFSC identity and linage progression markers confirmed that many of them were not only transcribed, but also translated differently in HFSCs compared to progenitors (Fig. S1J).

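Counting a gene as translated in a cell type when its 2 untreated Ribo-seq libraries held at least 1 footprint gave 10082 genes in progenitors and 9538 in HFSCs. The paper identified actively translated reading frames with RiboCode, which was not used here, so its sets of translated genes can differ from these. Of these, 8947 were in both sets (83.8% of all), 1135 in progenitors only and 591 in HFSCs only. The progenitor libraries held 302527 footprints and the HFSC libraries 185746. Among the 1726 genes found in a single cell type 1407 (81.5%) had at most 3 footprints. When every library was thinned to the smallest depth, 684 ± 6.72 genes in progenitors and 689 ± 11.0 in HFSCs had at least 10 footprints (mean ± SD, n = 2). Without thinning the numbers were 2776 ± 2951 and 2120 ± 1369.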

To identify global differences in translation, we performed functional enrichment analysis of all translated genes in α6+/CD34− progenitors and compared this to all translated genes identified in α6+/CD34+ HFSCs independently of their translational efficiency. 

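Messages of 2 parts of the translation machinery were followed in the untreated cells with hand-written gene lists: 82 cytosolic ribosomal proteins and 44 initiation factors. In Ribo-seq the 44 ribosomal protein genes tested had a median log2 fold change of −0.22 (−0.26 with genes at the count limit set to their bound), with 15 higher and 29 lower in HFSCs. They held 1.08 ± 0.0960% of the footprints in progenitors and 0.929 ± 0.0574% in HFSCs, and camera gave an adjusted P of 0.129. Without replicate 2 the median was −0.03. Their coding sequences limit this: a median of 3.63% of the 28-base words are unique in the genome, against 98.2% over all genes, and 30 of the 82 genes held no footprint in any library. The 41 initiation factor genes tested had a median of −0.41, with 34 lower in HFSCs, and 1.24 ± 0.211% against 0.956 ± 0.0197% of the footprints. Here camera gave an adjusted P of 0.00168 and fry 0.493. No initiation factor passed edgeR's quasi-likelihood test with BH adjustment over all genes; Pabpc1 passed over the list alone, and 3 had an unadjusted P under 0.05. In RNA-seq the medians were −0.07 for ribosomal proteins (81 of 82 lower, camera adjusted P = 0.0359, fry 0.816) and −0.11 for initiation factors (43 of 44 lower, 0.00153, fry 0.202).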

The GO term ‘translation’ was strongly enriched in α6+/CD34− progenitors (Fig. 1G), supporting the puromycin incorporation data (Fig. 1E,F). 

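Hand-listed genes of the unfolded protein and ER stress response were lower in untreated HFSCs than in progenitors in RNA-seq. Of 57 genes 52 were lower, with a median log2 fold change of −0.22 (−0.25 without replicate 1 and −0.14 without replicate 2), a camera adjusted P of 4.33e-08 and a fry adjusted P of 0.0442. Taken singly, none passed edgeR's test with BH adjustment over all genes or over the list, and 16 had an unadjusted P under 0.05. In Ribo-seq the median over 54 genes was −0.11 (−0.12 with bounds), with 22 higher and 32 lower and a camera adjusted P of 0.739. Without replicate 1 this median was −0.37 and without replicate 2 it was 0.24, and among genes with a mean of at least 10 footprints the median was 0.03. These genes took 1.68 ± 0.214% of the footprints in progenitors and 1.54 ± 0.130% in HFSCs.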

HFSCs further show an increased response to endoplasmic reticulum (ER) stress, which elevates the protein folding capacity. 

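Cell cycle genes, taken here for self-renewal, had more footprints in untreated HFSCs: of 94 genes tested 67 were higher and 27 lower, with a median log2 fold change of 0.36 (0.35 with bounds). Leaving out replicate 1 gave 0.19 and leaving out replicate 2 gave 0.40. Camera gave an adjusted P of 0.00528 and fry 0.801, and the list took 1.04 ± 0.0408% of the footprints in progenitors and 1.43 ± 0.311% in HFSCs. No single gene passed edgeR's test with BH adjustment, over all genes or over the list, and 6 had an unadjusted P under 0.05. In RNA-seq 89 of 97 were higher, with a median of 0.19 and a camera adjusted P of 4.55e-05 (fry 0.798).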

Functional enrichment points to elevated self-renewal of HFSCs in the 3D–3C organoids, as previously reported (Chacón-Martínez et al., 2017). Of note, translation of genes involved in the tricarboxylic acid cycle was upregulated in progenitors. Also, the GO term ‘generation of precursor metabolites and energy’, which comprises, but is not limited to, genes involved in oxidative phosphorylation (OXPHOS) and the electron transport chain, was enriched in progenitors, supporting previous observations of a metabolic switch during HFSC lineage progression (Flores et al., 2017; Kim et al., 2020). 

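The 18 tricarboxylic acid (TCA) cycle genes listed were spread around 0 in the untreated Ribo-seq libraries, 8 higher and 10 lower in HFSCs with a median log2 fold change of −0.08 and a camera adjusted P of 0.977. The median was −0.24 without replicate 1 and 0.41 without replicate 2, and with a mean of at least 10 footprints the median was 0.07. Progenitors had 0.382 ± 0.0399% and HFSCs 0.378 ± 0.0190% of their footprints on these genes. In RNA-seq 16 of 18 were lower in HFSCs, with a median of −0.06 and a camera adjusted P of 0.293.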

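Nuclear genes of oxidative phosphorylation (OXPHOS) gave a median log2 fold change of −0.05 in the untreated Ribo-seq libraries, with 27 of 66 higher and 39 lower in HFSCs (camera adjusted P = 0.977). Either mouse left out moved this, to −0.18 without replicate 1 and 0.26 without replicate 2, and the median was 0.01 among genes with a mean of at least 10 footprints. Their share of the footprints was 2.09 ± 0.266% in progenitors and 2.22 ± 0.00971% in HFSCs. RNA-seq had 55 of 72 genes lower in HFSCs, with a median of −0.06 and a camera adjusted P of 0.122.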

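Glycolysis genes in the untreated Ribo-seq libraries were 8 higher and 8 lower in HFSCs, with a median log2 fold change of −0.01 under TMM scaling, 0.02 under RLE scaling and 0.02 with the replicate block (camera adjusted P = 0.749; −0.13 without replicate 1 and 0.42 without replicate 2). They took 1.34 ± 0.281% of the footprints in progenitors and 1.34 ± 0.0886% in HFSCs. In RNA-seq 15 of 21 were lower in HFSCs (median −0.10, camera adjusted P = 0.692). Proteasome genes, a further part of protein quality control, had a Ribo-seq median of −0.12, with 21 of 32 lower in HFSCs (camera adjusted P = 0.234), at 0.01 without replicate 2, and 1.00 ± 0.0121% and 0.914 ± 0.00315% of the footprints. In RNA-seq 31 of the 32 were lower, with a median of −0.12 and a camera adjusted P of 0.0191 (fry 0.761).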

Overall, analysis of the translatome highlights that the stem cell state in the 3D–3C organoids is marked by low mRNA translation, a high level of glycolysis and elevated protein quality control, which are well described key properties of stem cells. GO term analysis of the genes with significantly different translational efficiency in α6+/CD34- progenitors compared to α6+/CD34+ HFSCs supported the findings from the global translatome analysis: while progenitors displayed higher levels of translation (Fig. S1K), the ER stress response was specifically elevated in HFSCs (Fig. S1L).

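In the same TE fit of the untreated libraries, no list passed camera with BH adjustment. Initiation factors came closest, with 10 higher and 31 lower in HFSCs, a median log2 fold change of −0.34 and an adjusted P of 0.0808, or 0.0333 with the replicate block. Ribosomal proteins had a median of −0.22 (12 higher, 34 lower, adjusted P = 0.479). The ER stress genes had a median of 0.08 (29 higher, 25 lower, adjusted P = 0.695), which was −0.0039 without replicate 1, 0.40 without replicate 2 and −0.00052 with the replicate block. The paper takes terms enriched among all translated genes and terms enriched among genes with different TE. In both it finds translation on the progenitor side and the ER stress response on the HFSC side. It concludes that the stem cell state in this culture goes with little translation, much glycolysis and raised protein quality control. For low translation it also has reduced puromycin incorporation in HFSCs, both freshly isolated and from organoids. The footprint counts here are scaled to each library, so they cannot measure total translation.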

### Depletion of natural polyamines is a feature of stem cells but fails to drive stemness *in vitro*

Since the availability of the natural polyamines is one important determinant of translation rates, we aimed to investigate the role of polyamines (Fig. 2A) in translational control of cell fate. To this end, we asked whether low polyamine levels are responsible for limited translation rates in stem cells. Indeed, when we sorted cells after 2 weeks of 3D–3C culture and measured the levels of polyamines by liquid chromatography–mass spectrometry (LC-MS), we found reduced levels of putrescine, spermidine and spermine in α6+/CD34+ HFSCs compared to α6+/CD34− progenitors (Fig. 2B).

**Fig. 2.**
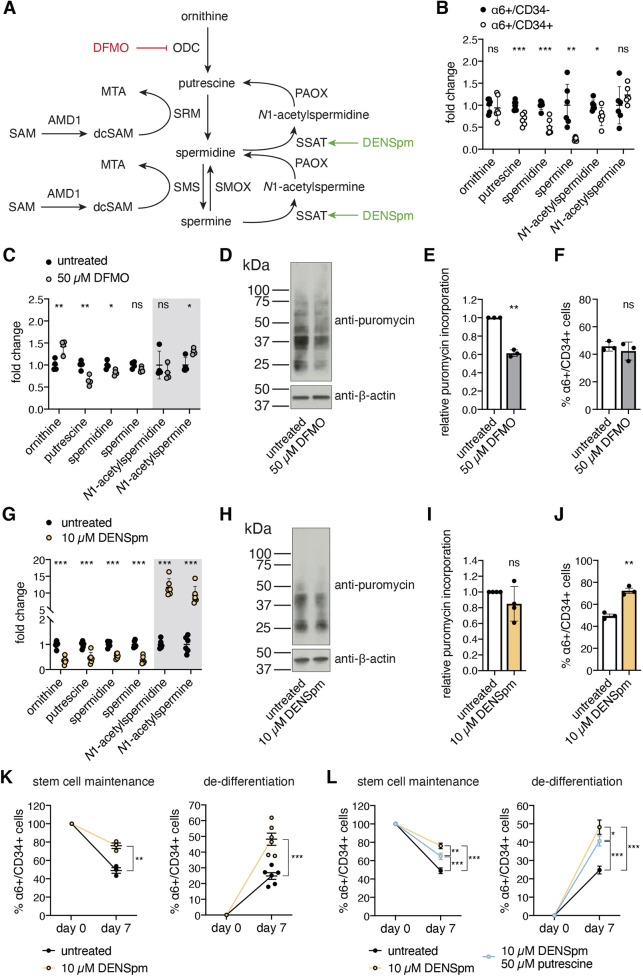
**Changes in polyamine availability enhance stemness independent from reduced mRNA translation.** (A) Schematic representation of the polyamine pathway. The effect of DENSpm is marked in green and DFMO is depicted in red. (B) Polyamine levels in sorted α6+/CD34− and α6+/CD34+ cells after 3D–3C culture. Results are mean±s.e.m. (*n*=6). (C) Polyamine levels in 3D–3C cultured cells with and without DFMO treatment. Results are mean±s.e.m. (*n*=4). (D) Representative western blot analysis after puromycin incorporation in 3D–3C cultured cells with or without DFMO treatment for the last 72 h of culture. (E) Quantification of western blot analysis from experiment as shown in D. Results are mean±s.d. (*n*=3). (F) Proportion (%) of α6+/CD34+ cells after 2 weeks of 3D–3C culture with or without DFMO treatment for 14 days. Results are mean±s.e.m. (*n*=3). (G) Polyamine levels in 3D–3C cultured cells with and without DENSpm treatment. Results are mean±s.e.m. (*n*=6). (H) Representative western blot analysis after puromycin incorporation in 3D–3C cultured cells with or without DENSpm treatment for the last 72 h of culture. (I) Quantification of western blot analysis from experiment as shown in H. Results are mean±s.d. (*n*=4). (J) Proportion (%) of α6+/CD34+ cells after 2 weeks of 3D–3C culture with or without DENSpm treatment for 14 days. Results are mean±s.e.m. (*n*=3). (K) Proportion (%) of α6+/CD34+ cells at day 0 and day 7 post-sorting starting from 100% α6+/CD34+ cells (left; *n*=3) or 100% α6+/CD34− cells (right; *n*=6) with or without DENSpm treatment. Results are mean±s.e.m. (L) Proportion (%) of α6+/CD34+ cells at day 0 and day 7 post-sorting starting from 100% α6+/CD34+ cells (left; *n*=3) or 100% α6+/CD34− cells (right; *n*=6) with or without DENSpm or additional putrescine treatment. Results are mean±s.e.m. For C,G, the gray box highlights the acetylated polyamines. For B–K, each dot represents one biological replicate (*n*). For F,J,K,L, analysis was performed in technical duplicates. For K,L, the treatment was performed for the last 5 days of culture. For L, dots represent the mean of the biological replicates (*n*). ***P<0.001; **P<0.01; *P<0.05; ns, not significant [two-tailed unpaired *t*-test (B,C,G,K); two-tailed paired *t*-test (E,F,I,J); two-way ANOVA Tukey's post-test (L)].

To investigate the potential consequences of the low polyamine levels found in HFSCs (Fig. 2B) on cell fate decisions, we used 2-difluoromethylornithine (DFMO), which is an enzyme-activated, irreversible inhibitor of ODC (Metcalf et al., 1978), the first enzyme in the polyamine pathway (Fig. 2A). We measured polyamine levels in the 3D–3C organoids upon DFMO treatment and found that putrescine and spermidine levels were reduced, while ornithine accumulated (Fig. 2C). Of note, DFMO treatment recapitulated the low levels of natural polyamines seen in HFSCs compared to progenitors (Fig. 2B).

Depletion of the natural polyamines has been previously linked to decreased protein synthesis (Dever and Ivanov, 2018). Accordingly, puromycin incorporation was reduced by ∼40% in the organoid culture upon short-term DFMO treatment (72 h) (Fig. 2D,E). Although this reduction in mRNA translation mimicked the low translation rates seen in HFSCs (Fig. 1E,F), DFMO treatment was not sufficient to affect HFSC fate (Fig. 2F; Fig. S2A). To corroborate these results, we also delineated the effect of DFMO on the self-organizing plasticity of the organoid culture that results in a balance between α6+/CD34− and α6+/CD34+ cells (Chacón-Martínez et al., 2017). This balance is influenced by self-renewal and differentiation of HFSCs but also by proliferation and de-differentiation of progenitors. To investigate these processes separately, we sorted the cells after 2 weeks of 3D–3C culture to generate pure populations of either α6+/CD34− or α6+/CD34+ cells. These pure populations were cultured for 1 week with or without DFMO treatment for the last 5 days before analysis. Stem cell maintenance and de-differentiation were not affected by DFMO treatment (Fig. S2B). While DFMO slightly decreased the live cell number of α6+/CD34− progenitors, it did not affect α6+/CD34+ HFSC viability (Fig. S2C,D). Together, these data show that reduced mRNA translation by decreased polyamine availability does not enhance stemness in the 3D–3C organoids.

### DENSpm treatment regulates HFSC fate without reducing mRNA translation

To further probe polyamine function in stem cell fate decisions, we manipulated their levels using the spermine analog *N*1,*N*11-diethylnorspermine (DENSpm), which increases spermidine/spermine *N*1-acetyltransferase (SSAT; also known as SAT1) expression (Coleman et al., 1995; Fogel-Petrovic et al., 1996; Parry et al., 1995). During polyamine catabolism, SSAT acetylates spermidine and spermine using acetyl-CoA to form *N*1-acetylspermidine and *N*1-acetylspermine, respectively (Fig. 2A). Thus, DENSpm depletes natural polyamines, while the acetylated forms accumulate (Uimari et al., 2009). LC-MS analysis confirmed these changes upon DENSpm treatment in the organoids (Fig. 2G). The depletion of natural polyamines by DENSpm or SSAT overexpression (OE) has been shown to decrease mRNA translation in cultured cells (Landau et al., 2010; Mandal et al., 2013). However, in the organoid culture DENSpm did not affect puromycin incorporation (Fig. 2H,I). Yet, DENSpm significantly increased α6+/CD34+ stem cells after 2 weeks of 3D–3C culture (Fig. 2J). The balance between α6+/CD34− progenitors and α6+/CD34+ HFSCs is first established around day 9 in the 3D–3C organoids (Chacón-Martínez et al., 2017). To exclude that DENSpm increased the proportion of HFSCs through their specific selection from the mixed starting population (Fig. S1B), we initiated treatment on day 9. Remarkably, DENSpm elevated the number of α6+/CD34+ stem cells also when supplemented for the last 5 days of culture only (Fig. S2E).

To test for the functional relevance of the DENSpm-induced increase in stem cells, we analyzed the proliferative potential of the cells after 3D–3C culture in a colony formation assay. Importantly, α6+/CD34+ HFSCs display higher proliferative potential than α6+/CD34− progenitors when freshly isolated, but also after 3D–3C organoid culture (Kim et al., 2020; Trempus et al., 2003). Thus, this assay is a suitable read-out to confirm cell fate changes. For the colony formation assay, 3D–3C cultured cells were seeded at clonal density on a feeder layer and cultured for 2 to 3 weeks without treatment before emerging colonies were analyzed (Fig. S2F). Quantification of total colony number revealed a significant increase upon DENSpm treatment in the organoid culture, suggesting higher proliferative potential, and confirming an increase in functional stem cells (Fig. S2G,H). To investigate stem cell maintenance and de-differentiation separately, pure populations were sorted and cultured for 1 week with or without DENSpm for the last 5 days before analysis. Both stem cell maintenance and de-differentiation were elevated, resulting in increased α6+/CD34+ HFSCs on day 7 (Fig. 2K). To rule out that the changes in stem cell number and proliferative potential were secondary to an effect on cell proliferation, we measured EdU incorporation in both α6+/CD34+ and α6+/CD34− cells. EdU incorporation was not affected by DENSpm treatment in either of the cell populations (Fig. S2I). DENSpm treatment has been shown to induce cell detachment and apoptosis in glioblastoma cells (Tian et al., 2012). Therefore, we analyzed apoptosis by annexin V staining including detached cells from the cell culture supernatant in our analysis. While annexin V staining was generally higher in α6+/CD34− progenitors, DENSpm treatment did not affect apoptosis in any of the cell types (Fig. S2J). Thus, our data indicate that the promotion of the stem cell state by DENSpm occurred through a direct effect on stem cell fate.

DENSpm supplementation resulted in a depletion of the natural polyamines and an accumulation of the acetylated forms in the 3D–3C organoids (Fig. 2G). To elucidate which of these effects was responsible for the increase in stemness, we supplemented DENSpm-treated cells with putrescine to rescue the reduction of natural polyamines. When starting from pure populations the double treatment showed a partial rescue compared to DENSpm alone; stem cell maintenance and de-differentiation were decreased (Fig. 2L). These data indicated that the depletion of the natural polyamines partially contributed to the observed cell fate changes. However, stem cell maintenance and de-differentiation were still significantly affected upon the double treatment compared to untreated cells (Fig. 2L). There are three possible explanations for this result: first, the putrescine concentration used was too low to replenish the natural polyamines; second, putrescine itself affected cell fate; third, DENSpm treatment determined HFSC fate by accumulating acetylated polyamines.

Spermine analogs, like DENSpm, have been described to inhibit cell growth owing to the depletion of the natural polyamines (Libby et al., 1989; Porter et al., 1991). Accordingly, DENSpm treatment reduced the live-cell number of α6+/CD34− progenitors and α6+/CD34+ HFSCs (Fig. S2K,L). However, additional putrescine supplementation rescued this defect in cell growth (Fig. S2K,L), suggesting that the putrescine concentration used was sufficient to replenish the natural polyamines. Collectively, our data demonstrate that α6+/CD34+ stem cells have lower polyamine levels. However, the reduction of mRNA translation through decreased polyamine levels was not sufficient to enhance stemness. Instead, our data suggest a translation-independent role of polyamine availability in cell fate decisions; DENSpm supplementation, which did not affect translation, favored the HFSC state.

### *N*1-acetylspermidine is a determinant of HFSC fate

We next tested whether putrescine supplementation itself affects cell fate in the organoid culture. Remarkably, putrescine treatment in the 3D–3C organoids resulted in an increase in the number of α6+/CD34+ stem cells, when supplemented for the whole duration of the culture (Fig. 3A). In contrast, putrescine treatment for the last 5 days of culture was not sufficient to enhance stemness (Fig. S3A). Increased stemness was confirmed by elevated colony-forming ability, showing enhanced proliferative potential (Fig. S3B,C). Surprisingly, putrescine supplementation specifically enhanced de-differentiation of α6+/CD34− progenitors to α6+/CD34+ HFSCs, while stem cell maintenance was not affected (Fig. 3B). Putrescine supplementation did not affect the live-cell number of progenitors or HFSCs (Fig. S3D,E). In addition, puromycin incorporation was unchanged upon short-term putrescine addition (72 h) (Fig. S3F,G). To further investigate the effect of putrescine supplementation, we measured intracellular polyamine levels in the 3D–3C organoids. Spermidine and *N*1-acetylspermidine (*N*1-AcSpd) levels were increased in response to putrescine treatment (Fig. 3C). In addition, an elevation of putrescine confirmed the effectiveness of our treatment. In sum, increased polyamine availability upon putrescine addition is sufficient to enhance de-differentiation of progenitors, while stem cell maintenance is not affected. Thus, the putrescine-mediated effect cannot account for the changes seen with the double treatment.

**Fig. 3.**
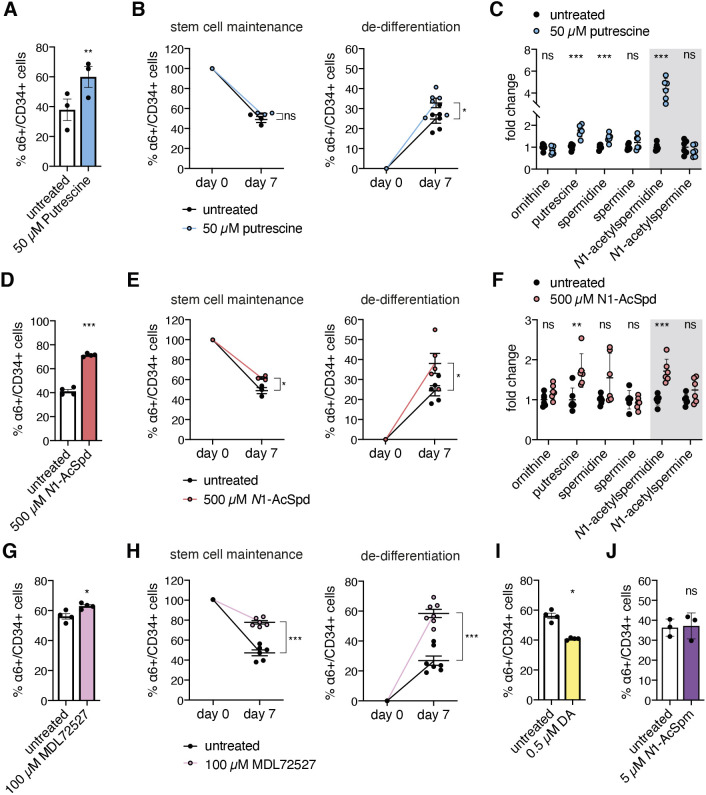
***N*1-acetylspermidine is a novel regulator of HFSC fate.** (A) Proportion (%) of α6+/CD34+ cells after 2 weeks of 3D–3C culture with or without putrescine treatment for 14 days. Results are mean±s.e.m. (*n*=3). (B) Proportion (%) of α6+/CD34+ cells at day 0 and day 7 post-sorting starting from 100% α6+/CD34+ cells (left; *n*=3) or 100% α6+/CD34− cells (right; *n*=6) with or without putrescine treatment. Results are mean±s.e.m. (C) Polyamine levels in 3D–3C cultured cells with and without putrescine treatment. Results are mean±s.e.m. (*n*=6). (D) Proportion (%) of α6+/CD34+ cells after 2 weeks of 3D–3C culture with or without *N*1-AcSpd treatment. Results are mean±s.e.m. (*n*=3). (E) Proportion (%) of α6+/CD34+ cells at day 0 and day 7 post-sorting starting from 100% α6+/CD34+ cells (left; *n*=3) or 100% α6+/CD34− cells (right; *n*=5) with or without *N*1-AcSpd treatment. Results are mean±s.e.m. (F) Polyamine levels in 3D–3C cultured cells with and without *N*1-AcSpd treatment. Results are mean±s.e.m. (*n*=6). (G) Proportion (%) of α6+/CD34+ cells after 2 weeks of 3D–3C culture with or without MDL72527 treatment for 14 days. Results are mean±s.e.m. (*n*=4). (H) Proportion (%) of α6+/CD34+ cells at day 0 and day 7 post-sorting starting from 100% α6+/CD34+ cells (left; *n*=6) or 100% α6+/CD34− cells (right; *n*=7) with or without MDL72527 treatment. Results are mean±s.e.m. (I) Proportion (%) of α6+/CD34+ cells after 2 weeks of 3D–3C culture with or without diminazene aceturate (DA) treatment for 14 days. mean±s.e.m. (*n*=4). (J) Ratio of α6+/CD34+ cells after two weeks of 3D–3C culture with or without *N*1-AcSpm treatment for 14 days. Results are mean±s.e.m. (*n*=3). For C,F, the gray box highlights the acetylated polyamines. For A–J, each dot represents one biological replicate (*n*). For A,B,D,E,G–J, analysis was performed in technical duplicates. For B,E,H, the treatment was performed for the last 5 days of culture. ***P<0.001; **P<0.01; *P<0.05; ns, not significant [paired two-tailed *t*-test (A,D,G,I,J); unpaired two-tailed *t*-test (B,C,E,F,H)].

Since both DENSpm and putrescine supplementation led to elevated *N*1-AcSpd levels (Figs 2G and 3C), we speculated that *N*1-AcSpd accumulation might cause the observed cell fate changes. Intriguingly, *N*1-AcSpd treatment significantly increased the number of α6+/CD34+ stem cells in the 3D–3C organoids (Fig. 3D). Supplementation for the last 5 days of culture was sufficient to favor the stem cell state (Fig. S3H). Stemness was confirmed by enhanced proliferative potential in the colony formation assay (Fig. S3I,J). In contrast to what was seen with putrescine addition, *N*1-AcSpd treatment enhanced not only de-differentiation, but also stem cell maintenance (Fig. 3E). While the viability of α6+/CD34− progenitors was not affected by *N*1-AcSpd treatment, the live cell number was increased in α6+/CD34+ stem cells (Fig. S3K,L). This increase might contribute to the shift in the stem cell ratio; however, since *N*1-AcSpd supplementation also enhanced de-differentiation without affecting progenitor viability, it likely influenced cell fate decisions.

Next, we measured intracellular polyamine levels upon *N*1-AcSpd treatment and found that, apart from *N*1-AcSpd, putrescine levels were also increased (Fig. 3F). Thus, the effect of *N*1-AcSpd treatment on intracellular polyamines resembled that with putrescine supplementation (Fig. 3C). To specifically elevate *N*1-AcSpd and to separate the impact of *N*1-AcSpd from putrescine-mediated effects, we prevented the conversion of *N*1-AcSpd into putrescine by using the polyamine oxidase (PAOX) inhibitor MDL72527 (Bey et al., 1985). Intriguingly, MDL72527 treatment significantly increased the number of α6+/CD34+ stem cells in the 3D–3C organoids (Fig. 3G). Treatment for the last 5 days of the culture was sufficient to affect cell fate (Fig. S4A). When starting from pure populations, MDL72527 addition elevated stem cell maintenance and de-differentiation (Fig. 3H). These effects were accompanied by reduced live-cell numbers of α6+/CD34− progenitors and α6+/CD34+ stem cells (Fig. S4B,C). Since the viability of α6+/CD34− progenitors was reduced to a greater extent, the increase in the proportion of HFSCs might be partially caused by selective loss of progenitor cells. Nevertheless, de-differentiation was affected by MDL72527 addition, suggesting a change in cell fate decisions. Overall, the MDL72527-mediated effects resembled those seen upon DENSpm treatment. This finding further supports the hypothesis that the accumulation of *N*1-AcSpd determines cell fate decisions in DENSpm-treated cultures.

To specifically deplete *N*1-AcSpd, we used the SSAT inhibitor diminazene aceturate (DA) (Neidhart et al., 2014; Wu et al., 1996). Remarkably, DA treatment significantly reduced the number of α6+/CD34+ stem cells in the 3D–3C organoids (Fig. 3I). Treatment for the last 5 days of the culture was sufficient to recapitulate this effect (Fig. S4D). Both stem cell maintenance and de-differentiation were reduced by DA addition (Fig. S4E). Interestingly, DA treatment decreased the live-cell number of α6+/CD34− progenitors, but did not affect the viability of α6+/CD34+ stem cells (Fig. S4F,G). Thus, the reduction of the proportion of HFSCs would be even more pronounced if the viability of the progenitor cells was not affected. Puromycin incorporation was unchanged upon MDL72527 and DA addition (Fig. S4H,I). Taken together, the data obtained upon inhibition of SSAT and PAOX confirm that the accumulation of *N*1-AcSpd is not only required but also sufficient to enhance stemness in the HFSC organoids.

Since DENSpm and MDL72527 affect both *N*1-AcSpd and *N*1-AcSpm levels, we aimed to investigate the effect of *N*1-AcSpm treatment on cell fate. In stark contrast to what was seen with *N*1-AcSpd treatment, supplementation with *N*1-AcSpm did not influence the proportion of HFSCs (Fig. 3J; Fig. S4J). Stem cell maintenance and de-differentiation were not affected by *N*1-AcSpm treatment (Fig. S4K). The live-cell number tended to be decreased in α6+/CD34− progenitors and increased in α6+/CD34+ stem cells; however, this effect was not significant (Fig. S4L,M). Surprisingly, short-term *N*1-AcSpm (72 h) treatment reduced puromycin incorporation in the organoid culture (Fig. S4N,O). Overall, the data demonstrate a specific effect of *N*1-AcSpd treatment on cell fate.

### *N*1-acetylspermidine treatment affects HFSC fate by increasing proliferation

To investigate the molecular mechanism by which *N*1-AcSpd supplementation promotes stemness, we performed 3′ RNA-seq of 3D–3C cultured cells upon short-term *N*1-AcSpd treatment (72 h). HFSCs and progenitor cells were purified and analyzed separately (Fig. S1C). We compared α6+/CD34− cells with α6+/CD34+ cells to identify differentially expressed genes for untreated and *N*1-AcSpd-treated cells (Fig. S5A). The two groups of differentially expressed genes were subjected to further analysis. Around 2200 genes with differential expression between cell types were not affected by *N*1-AcSpd treatment (Fig. S5B); 851 genes were differentially expressed between HFSCs and progenitors only in the presence of *N*1-AcSpd, while 540 genes were differentially expressed between cell types exclusively in untreated cells (Fig. S5B). Gene ontology (GO) term analysis was performed with the three different groups using Metascape (Zhou et al., 2019). Strikingly, analysis of the genes differentially expressed between HFSCs and progenitors only during *N*1-AcSpd treatment revealed that most of the ten highest ranked GO terms were linked to cell cycle progression (Fig. 4A). The most significant GO term was cell division, of which 54 genes were present among the 851 differentially expressed genes in *N*1-AcSpd treatment (Fig. S5C). Interestingly, expression of the majority of these 54 genes was higher in α6+/CD34+ stem cells (Fig. 4B). Importantly, *N*1-AcSpd treatment affected the amplitude of the fold change; the expression of these genes was higher also in the untreated α6+/CD34+ stem cells (Table S1). Consistently, EdU incorporation was higher in untreated α6+/CD34+ HFSCs compared to progenitor cells (Fig. S5D). Together, these data suggest that *N*1-AcSpd selectively promoted self-renewal of HFSCs. GO term analysis of the ∼2200 genes that differed between HFSCs and progenitors without being affected by *N*1-AcSpd revealed ‘skin development’ as the most significant GO term (Fig. S5E). This suggests that *N*1-AcSpd treatment did not affect general cell identity in the 3D–3C organoids. Consistently, a comparison of the gene expression changes between cell types in a heat map showed a clear separation of α6+/CD34+ HFSCs and α6+/CD34− progenitors (Fig. S5F). Although *N*1-AcSpd treated cells clustered separately of control cells, their gene expression was very similar to the respective cell type in the control (Fig. S5F).

**Fig. 4.**
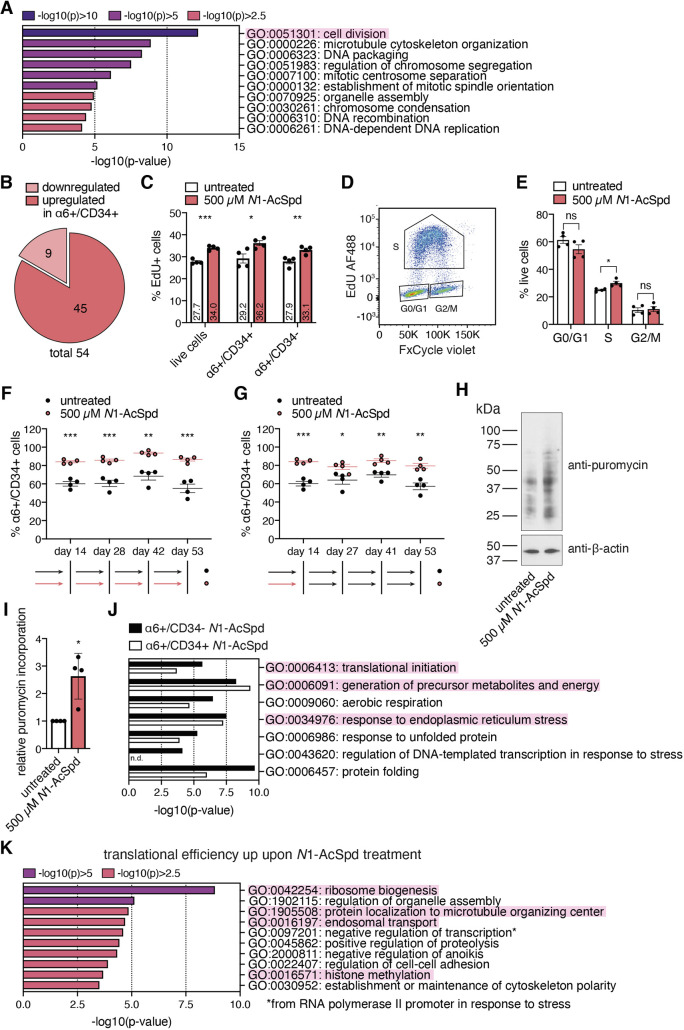
***N*1-acetylspermidine treatment affects cell fate by promoting cell cycle progression.** (A) GO term analysis of differentially regulated genes between cell types (*P*<0.05, log2FC >±0.5) only upon *N*1-AcSpd treatment (depicted in red in Fig. S5A, biological process; https://metascape.org/). (B) Of the 54 genes that belong to the GO term ‘cell division’ and were found to be differentially expressed upon *N*1-AcSpd treatment (highlighted in Fig. S5C), 9 genes were downregulated (light red) and 45 genes were upregulated (dark red). (C) Proportion (%) of EdU+ cells with or without *N*1-AcSpd treatment for the last 72 h of culture. EdU was incorporated for 2 h. mean±s.e.m. (*n*=4). (D) Dot plot of FxCycle Violet intensity and EdU AF488 intensity, separating the phases of the cell cycle (G0/G1, S, G2/M) as indicated. (E) Proportion (%) of live cells with or without *N*1-AcSpd treatment for the last 72 h of culture according to their cell cycle phase distribution. Results are mean±s.e.m. (*n*=4). (F) Proportion (%) of α6+/CD34+ cells in long-term 3D–3C culture with or without *N*1-AcSpd treatment. mean±s.e.m. (*n*=4). (G) Proportion (%) of α6+/CD34+ cells in long-term 3D–3C culture with or without *N*1-AcSpd treatment. The treatment was stopped after the first passage on day 14. Results are mean±s.e.m. (*n*=4). (H) Representative western blot analysis after puromycin incorporation in 3D–3C cultured cells with or without *N*1-AcSpd treatment for the last 72 h of culture. (I) Quantification of western blot analysis results from experiment as in H. Results are mean±s.d. (*n*=4). (J) GO term analysis of all translated genes comparing α6+/CD34− progenitor cells and α6+/CD34+ HFSCs upon *N*1-AcSpd treatment (biological process; https://metascape.org/). GO terms that were found to be differently enriched in the translatome of untreated progenitors versus HFSCs are shown. n.d., not detected. (K) GO term analysis of differentially translated genes between cell types (*P*<0.05) with higher translational efficiency in *N*1-AcSpd-treated cells compared to untreated cells (biological process; https://metascape.org/). For C,E–G,I, each dot represents one biological replicate (*n*); analysis was performed in technical duplicates. ***P<0.001; **P<0.01; *P<0.05; ns, not significant [unpaired two-tailed *t*-test (C,E–G); paired two-tailed *t*-test (I)].

Since the analysis of global gene expression changes clearly indicated that *N*1-AcSpd treatment would affect proliferation, we measured EdU incorporation. Importantly, short-term *N*1-AcSpd supplementation (72 h) increased the number of EdU+ cells (Fig. 4C). The effect on α6+/CD34+ HFSCs was higher compared to α6+/CD34− progenitor cells (Fig. 4C). Still, consistent with increased de-differentiation and elevated stem cell maintenance, proliferation of both HFSCs and progenitors was affected by the treatment. Furthermore, we analyzed the cell cycle phase distribution of the cells using FxCycle Violet staining. Plotting of FxCycle Violet intensity on the *x*-axis and EdU Alexa Fluor 488 (AF488) intensity on the *y*-axis enabled clear separation of the different cell cycle phases (Fig. 4D). Consistent with increased EdU incorporation, we observed faster cell cycle progression with fewer cells in G0/G1 phase and more cells in S phase upon short-term *N*1-AcSpd treatment (72 h) (Fig. 4E). The number of cells in G2/M phase was not changed. Taken together, these data suggest that the acetylated polyamine *N*1-AcSpd fulfills a functional role in cell cycle progression and that it affects cell fate by increasing proliferation of both cell populations.

To test whether elevated proliferation seen upon *N*1-AcSpd treatment would result in premature stem cell exhaustion, we set up a long-term organoid culture. The cells were passaged every 11–14 days and the ratio of HFSCs to progenitors was repeatedly analyzed. The proportion of α6+/CD34+ HFSCs was steady at ∼60% in untreated and at ∼80% in *N*1-AcSpd-treated organoids (Fig. 4F), suggesting that the stem cells were not exhausted even under continuous treatment. Intriguingly, cell fate was also maintained in the long-term culture upon withdrawal of *N*1-AcSpd treatment after the first passage (Fig. 4G).

To test the dependency of the *N*1-AcSpd-mediated effect on mRNA translation, we next performed puromycin incorporation and ribosome footprinting. 

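The N1-AcSpd experiment has the same layout: progenitors and HFSCs from organoids of the same 2 donors, with N1-AcSpd present for the last 72 h of culture, n = 2 per group and assay. On 1 transcript per gene, replicates 1 and 2 held 82225 and 63891 footprints in progenitors and 151963 and 59973 in HFSCs. Their RNA-seq libraries held 21855544 and 21612795 counts in progenitors and 23788625 and 31524062 in HFSCs. Counts of the 4 groups of an assay were fitted together with edgeR as for the untreated cells, so that HFSCs could be set against progenitors within the treatment, treated against untreated cells within a cell type, and the 2 differences against each other. Between treated HFSCs and progenitors 106 genes passed the BH-adjusted quasi-likelihood test in RNA-seq (43 higher and 63 lower in HFSCs) and 3 in Ribo-seq. Unadjusted the numbers were 1592 (829 higher and 763 lower) and 291. With the replicate block the RNA-seq number was 44. With the replicate numbers of the 2 HFSC libraries exchanged, chosen after seeing the data, the block gave 903 (512 higher and 391 lower). For the interaction of cell type and treatment 0 genes passed in either assay, with 118 in RNA-seq and 230 in Ribo-seq at an unadjusted P under 0.05.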

In line with the enhanced cell cycle progression, we found increased mRNA translation upon short-term *N*1-AcSpd treatment (72 h) (Fig. 4H,I). Ribosome footprinting confirmed that many of the HFSC identity markers were not only transcribed, but also translated differently in HFSCs compared to progenitors upon *N*1-AcSpd treatment (Fig. S5G). 

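All 10 identity markers of Fig. S5G again had more RNA-seq counts in treated HFSCs than in treated progenitors, from 0.56 for Id2 to 1.71 for Krt15 on the log2 scale (median 0.96), although Dab2 (0.60) was −0.93 without replicate 1. The list median was 1.44 in replicate 1 and 0.55 in replicate 2. With the replicate numbers of the treated HFSC libraries exchanged, chosen after seeing the data, these were 0.80 and 0.99. Krt15 (SE 0.118, adjusted P = 0.00306; 100 ± 4.82 against 328 ± 26.3 CPM) and Nfatc1 (0.94, SE 0.110, adjusted P = 0.0138) passed edgeR's quasi-likelihood test with BH adjustment over all genes, and 9 passed over the list alone. The other genes named by their small P values are Cd34 (4.36, SE 0.344, adjusted P = 0.00480) and Susd2 (1.84, SE 0.157, adjusted P = 0.00625), and on the lower side Tmprss4 (−1.55, SE 0.152, adjusted P = 0.00988), Alox12b (−2.33, SE 0.236, adjusted P = 0.0101) and Ivl (−0.94, SE 0.100, adjusted P = 0.0113). The 6 lineage markers were all lower in RNA-seq, from −1.01 (Lypd3) to −0.14 (Lgals7), with 0 past the adjustment over all genes and 2 over the list, Krt6a and Lypd3. In Ribo-seq Krt15 (2.04, SE 0.427, adjusted P = 0.0110; 258 ± 59.3 against 1078 ± 87.4 CPM) was higher in HFSCs, and Calm4 (−2.42, SE 0.515, adjusted P = 0.0110; 677 ± 136 against 107 ± 127 CPM) and 2310046K23Rik (−2.50, SE 0.581, adjusted P = 0.0482) were lower. DESeq2 gave adjusted P = 1.00 for Calm4 and 2310046K23Rik, and the replicate block 0.0838 for 2310046K23Rik. Crip1, Dab2 and Lhx2 were at or under the 3-count limit in both cell types. In progenitors Dkk3, Fzd2, Nfatc1 and Cd34 were so too. With progenitor counts that low set to 3, HFSCs were 1.54-, 1.14-, 1.38- and 2.34-fold higher. These are not lower limits of the fold. Dkk3, Fzd2 and Nfatc1 had a footprint in every library compared, so more than 3 counts remain possible, and counting error in HFSCs is left out. The 8 identity markers tested all had higher fitted values (median 1.12, or 0.62 with bounds, camera adjusted P = 0.00105, fry 0.493). Crip1 is among them and was at the limit in both cell types, which leaves 7 with a usable direction. Without replicate 1 Id2 (0.94) became −2.20, and without replicate 2 Sox9 (0.21) became −0.29. Of the lineage markers Lgals7 (0.11) and S100a16 (0.20) were higher and 4 lower (median −0.38, camera adjusted P = 0.0952), with S100a14 (−0.23) at 0.28 without replicate 2.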

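With N1-AcSpd, 8894 genes in progenitors and 9455 in HFSCs held at least 1 footprint, and 8175 (80.4% of all) were in both sets. The genes in a single set numbered 719 for progenitors and 1280 for HFSCs, and 1631 of these 1999 (81.6%) had at most 3 footprints. In this treatment the HFSC libraries were the deeper ones, with 211936 footprints against 146116. At equal depth 689 ± 16.8 genes in progenitors and 718 ± 10.7 in HFSCs had at least 10 footprints, and without thinning 1661 ± 313 and 2326 ± 1364.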

To investigate global changes, we performed functional enrichment analysis of all translated genes in α6+/CD34− progenitors compared to α6+/CD34+ HFSCs. As in untreated cells, proliferation was elevated in HFSCs upon *N*1-AcSpd treatment (Fig. S5H). This finding is in line with our EdU incorporation data, which also revealed higher proliferation of α6+/CD34+ HFSCs compared to progenitors (Fig. 4C). In contrast to untreated cells, the difference in enrichment for GO terms comprising translation, ER stress, and aerobic respiration was rather low between the total translatomes of the two cell types (Fig. 4J). These data suggest that *N*1-AcSpd treatment might bring the translatome of progenitor cells closer to that of HFSCs to influence cell fate changes in the organoid culture.

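The cell cycle list had a median log2 fold change of 0.42 between treated HFSCs and progenitors in Ribo-seq (0.34 with bounds; 0.25 without replicate 1), with 70 of 94 genes higher. Camera gave an adjusted P of 0.0207 and fry 0.801; with a mean of at least 10 footprints the median was 0.35 and the camera adjusted P 0.187. Its share of the footprints was 1.08 ± 0.324% in progenitors and 1.27 ± 0.299% in HFSCs. Singly, 0 genes passed edgeR's test with BH adjustment, over all genes or over the list, and 5 had an unadjusted P under 0.05. In RNA-seq 81 of 97 were higher (median 0.19, camera adjusted P = 9.12e-05, fry 0.798), but the 2 mice gave −0.27 and 0.69. These 2 values depend on the replicate numbers of the treated HFSC RNA-seq libraries, and with the numbers exchanged, chosen after seeing the data, they were 0.15 and 0.30.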

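Between treated HFSCs and progenitors the footprint medians were −0.17 for ribosomal proteins (20 genes higher, 24 lower; camera adjusted P = 0.126), −0.09 for initiation factors (13 higher, 28 lower; 0.210; −0.26 without replicate 1 and −0.01 without replicate 2) and −0.18 for ER stress genes (19 higher, 35 lower; 0.0952). TCA cycle genes had a median of 0.11 (11 higher, 7 lower; 0.933; −0.18 without replicate 1), and OXPHOS genes one of 0.02 under TMM and −0.02 under RLE scaling (35 higher, 31 lower; 0.933; −0.06 without replicate 1 and 0.18 without replicate 2). With a mean of at least 10 footprints the ribosomal protein median was −0.37, with a camera adjusted P of 0.0377. The change in the cell-type difference from untreated to treated cells had medians of −0.02 for ribosomal proteins (camera adjusted P = 0.987), 0.35 for initiation factors (0.812), −0.11 for ER stress genes (0.812), 0.22 for the TCA cycle (0.987) and 0.12 for OXPHOS (0.987). In RNA-seq 51 of the 57 ER stress genes were lower in treated HFSCs, with a median of −0.20, a camera adjusted P of 4.66e-05 and a fry adjusted P of 0.0699. This median was −0.09 in replicate 1 and −0.19 in replicate 2. With the replicate numbers of the treated HFSC libraries exchanged, chosen after seeing the data, these were −0.13 and −0.21.

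**Figure D1:**
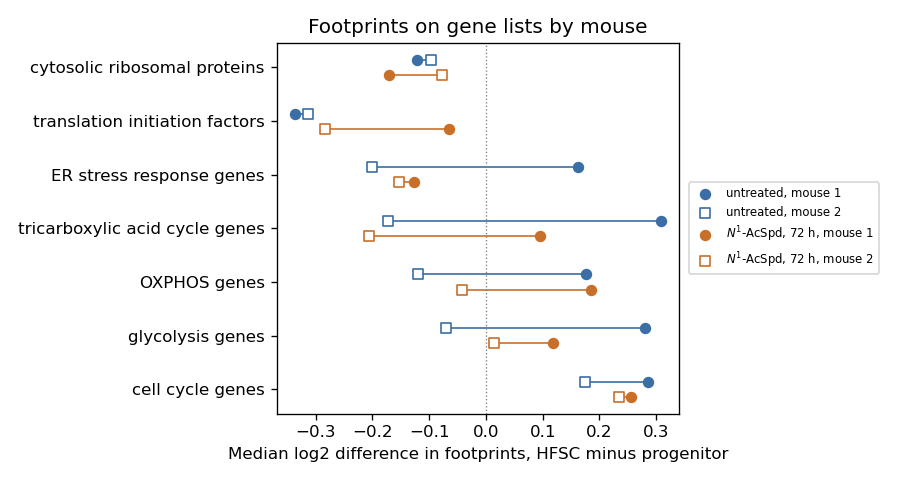
Median log2 fold change of Ribo-seq counts, HFSC minus progenitor, for each gene list (vertical axis) in each of the 2 mice, untreated and with N1-AcSpd. Points right of 0 are lists with more footprints in HFSCs.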

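From the small differences in those terms under treatment the paper proposes that N1-AcSpd might move progenitor translation toward that of HFSCs. One way to measure the size of the cell-type difference is the part of it that the 2 mice share, as an SD over genes with a mean of at least 50 counts. Over 10874 genes in RNA-seq this was 0.313 untreated and 0.165 with N1-AcSpd, and the correlation between the mice was 0.764 and 0.117. With the replicate numbers of the 2 treated HFSC libraries exchanged, chosen after seeing the data, the treated values were 0.333 and 0.725, so the lower value depends on these labels. Over 323 genes in Ribo-seq it was 0.301 and 0.339, and over the 2261 with a mean of at least 10 counts 0.101 and 0.265. Within progenitors, 34 genes passed edgeR's BH-adjusted quasi-likelihood test for the effect of N1-AcSpd in RNA-seq (31 higher, 3 lower). Unadjusted there were 1262 (637 higher, 625 lower). DESeq2 gave 174 (126 higher), the replicate block 7, and the block with the exchanged numbers 441 (240 higher, 201 lower). By the same choice the smallest P values were those of Ivl (1.38, SE 0.102, adjusted P = 0.00542; 21.5 ± 0.224 to 56.1 ± 0.251 CPM), Sprr1b (1.61, SE 0.155, adjusted P = 0.0245) and Lce3c (3.33, SE 0.344, adjusted P = 0.0258; 12.7% of its coding words are unique). The 3 lower genes were Susd2 (−1.38, SE 0.157, adjusted P = 0.0258), Krt15 (−0.84, SE 0.116, adjusted P = 0.0428; 0.0759 with the replicate block) and Col7a1 (−0.75, SE 0.107, adjusted P = 0.0450; 0.0596 with the replicate block). In Ribo-seq 2 genes passed (239 unadjusted), both encoded in mitochondria and both lower, mt-Cytb (−4.05, SE 0.588, adjusted P = 4.98e-08; 1.00 in DESeq2; −4.13 in replicate 1 and −2.77 in replicate 2) and mt-Co1 (−2.86, SE 0.477, adjusted P = 8.97e-06; 1.00 in DESeq2; −3.22 and −1.83; 33.3% of its coding words are unique). Within HFSCs 0 genes passed in either assay, with 1100 in RNA-seq and 299 in Ribo-seq at an unadjusted P under 0.05. In RNA-seq DESeq2 gave 125 there (100 higher), no count minimum 43, and the replicate block 0, or 269 with the exchanged numbers.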

Next, we focused on the transcripts with a significantly different translational efficiency in α6+/CD34− progenitors compared to α6+/CD34+ HFSCs. 

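Tested as for the untreated libraries, 501 of 8019 genes (6.25%) differed in TE between treated HFSCs and progenitors at an unadjusted P under 0.05, 293 higher and 208 lower in HFSCs, and 0 after BH adjustment of edgeR's quasi-likelihood P values. The replicate block gave 401, or 539 with the replicate numbers of the 2 HFSC RNA-seq libraries exchanged, and DESeq2 605 with 275 of them higher. Chosen as for the untreated cells, the genes with the smallest P values were on the higher side Abca12 (2.03, SE 0.553), Eps8l2 (1.97, SE 0.550) and Nudcd2 (2.05, SE 0.585), and on the lower side mt-Nd5 (−1.63, SE 0.487), Noc4l (−1.80, SE 0.548) and Klc1 (−1.51, SE 0.479), each with an adjusted P of 0.756.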

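For the overlap shown in Fig. S5I, 7648 genes were tested for TE in both the untreated and the treated cells, and 380 and 473 of them had an unadjusted P under 0.05. Of these, 32 were called in both, where 23.5 would be expected by chance (exact hypergeometric P = 0.0448). In the same direction there were 13, against 11.8 expected by chance. A replicate block gave 21 shared genes with 20.1 expected, and limma with a spread for each assay gave 16 with 7.38 expected (exact hypergeometric P = 0.00286), of which 9 had the same direction, against 3.69 expected. In the authors' own deposited TE table 31 transcripts were under 0.05 in both, with 28.5 expected.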

Comparing these transcripts from untreated and *N*1-AcSpd-treated cells, the overlap at the transcript level was low (purple lines in Fig. S5I); however, many transcripts clustered at the GO term level (blue lines in Fig. S5I). Accordingly, some GO terms were enriched in both transcript lists (Fig. S5J). The GO term ‘ribonucleoprotein complex biogenesis’ was considerably more enriched upon *N*1-AcSpd treatment (Fig. S5J), suggesting an elevated requirement for new ribosomes due to enhanced mRNA translation. Moreover, the most enriched GO term, which was exclusively identified upon *N*1-AcSpd treatment, was ‘ribosome biogenesis’ (Fig. 4K). Together, these data suggest elevated mRNA translation, thereby confirming the increased puromycin incorporation seen upon *N*1-AcSpd treatment. Furthermore, *N*1-AcSpd treatment resulted in elevated translation of transcripts belonging to the GO term ‘protein localization to microtubule organizing center’ (Fig. 4K), indicating that the enhanced cell cycle progression seen in *N*1-AcSpd-treated cells (Fig. 4E) was not only transcriptionally but also translationally regulated. 

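The ribosome biogenesis list stands in here for ribonucleoprotein complex biogenesis. In the treated cells 85 of its 135 genes had a higher and 50 a lower TE in HFSCs, with a median log2 fold change of 0.18 and a camera adjusted P of 0.695; the median without 1 of the mice was 0.19 or 0.16. In the untreated cells 72 of 136 were higher, with a median of 0.04 and an adjusted P of 0.761. Singly, 8 of the 135 genes had an unadjusted P under 0.05 with N1-AcSpd in edgeR's quasi-likelihood test, and 0 passed the BH adjustment over all genes or over the list.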

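Set against untreated cells of the same type, ribosome biogenesis genes rose with N1-AcSpd in RNA-seq: 130 of 137 in progenitors (median log2 fold change 0.19, camera adjusted P = 4.28e-18, fry 0.0202) and 128 of 137 in HFSCs (0.24, camera adjusted P = 4.24e-31, fry 0.0202). For single genes edgeR's test with BH adjustment over all genes passed 0 in both cell types. Adjusted over the list alone it passed 0 in progenitors and 15 in HFSCs, and unadjusted 35 and 63. In Ribo-seq the medians were 0.17 in progenitors (0.13 with bounds, camera adjusted P = 0.0437, fry 0.801; 0.56 in replicate 1 and −0.02 in replicate 2) and 0.27 in HFSCs (0.25 with bounds, camera adjusted P = 0.0207, fry 0.801; 0.38 and 0.14). Their TE had medians of −0.14 in progenitors (camera adjusted P = 0.854; 0.40 without replicate 2) and −0.04 in HFSCs (camera adjusted P = 0.923; 0.15 without replicate 2), and for genes with at least 10 counts in HFSCs 0.04. This list took 1.81 ± 0.119% of the footprints in untreated and 2.07 ± 0.0795% in treated progenitors, and 1.76 ± 0.0437% and 2.10 ± 0.0555% in HFSCs.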

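Footprints on ribosomal protein genes had a median log2 change with N1-AcSpd of 0.38 in progenitors (0.15 with bounds; 26 higher, 18 lower; camera adjusted P = 0.0636) and 0.37 in HFSCs (0.36 with bounds; 28 higher, 16 lower; 0.0952). Replicate 1 carried these, at 0.50 and 0.59, against 0.0069 and −0.03 in replicate 2. Initiation factors had medians of −0.02 in progenitors (20 higher, 21 lower, camera adjusted P = 0.844) and 0.25 in HFSCs (0.20 with bounds, 30 higher, 11 lower, 0.0826). Replicates 1 and 2 gave 0.11 and −0.04 in progenitors, and 0.32 and 0.08 in HFSCs. Of all footprints, ribosomal protein genes took 1.34 ± 0.138% in treated progenitors and 1.08 ± 0.0408% in treated HFSCs, and initiation factors 1.21 ± 0.103% and 1.11 ± 0.0354%. As a TE, ribosomal proteins changed by a median of 0.07 in progenitors (camera adjusted P = 0.106) and 0.33 in HFSCs (0.0901).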

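Between treated and untreated cells, TE differed at an unadjusted P under 0.05 for 512 of 8531 genes in progenitors (6.00%; 171 higher, 341 lower) and 579 of 8389 in HFSCs (6.90%; 249 higher, 330 lower). With BH adjustment of edgeR's quasi-likelihood P values 0 passed, and with the replicate block 5 did in progenitors, all lower, and 0 in HFSCs. With the replicate numbers of the treated HFSC RNA-seq libraries exchanged, chosen after seeing the data, the block gave 2 in HFSCs (0 higher, 2 lower). DESeq2 gave 600 in progenitors with 336 of them higher, and it moved the median log2 change over all genes from −0.14 to −0.04. In progenitors the smallest P values, chosen in the same way, were those of Ubfd1 (1.69, SE 0.524), Adk (1.23, SE 0.397) and Nop53 (1.30, SE 0.432), higher, and Ndfip1 (−2.53, SE 0.615), Frg1 (−2.00, SE 0.539) and mt-Cytb (−4.28, SE 1.16), lower (all adjusted P = 0.803; with the replicate block mt-Cytb had 1.15e-12). In HFSCs they included those of Hist1h2bc (1.34, SE 0.371) and Chmp4b (1.95, SE 0.584), higher (adjusted P = 0.712 for both), and mt-Cytb (−2.56, SE 0.443, adjusted P = 0.0805), mt-Co1 (−1.50, SE 0.326) and mt-Nd5 (−1.87, SE 0.409), lower (adjusted P = 0.457 for both). Of the Hist1h2bc coding words 0.0% are unique. Genes of protein localization to the microtubule organizing center (MTOC) had a median TE difference between treated HFSCs and progenitors of 0.08, with 14 of 25 higher (camera adjusted P = 0.837), of −0.06 with the replicate block and −0.13 without replicate 1; in untreated cells it was −0.10 (0.746). Against untreated cells their TE changed by −0.22 in progenitors (camera adjusted P = 0.898; 0.07 without replicate 2) and 0.13 in HFSCs (0.923; −0.52 without replicate 1 and 0.71 without replicate 2). In RNA-seq this list fell, with medians of −0.13 and −0.15 (camera adjusted P = 0.0178 and 0.0246, fry 0.464 and 0.547). Replicates 1 and 2 gave −0.09 and −0.14 in progenitors, and −0.16 and −0.0039 in HFSCs. With the replicate numbers of the treated HFSC libraries exchanged the HFSC values were −0.20 and −0.03.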

The addition of *N*1-AcSpd to the cell culture medium also induced translation of genes belonging to the GO term ‘endosomal transport’ (Fig. 4K). 

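Endosomal transport genes had the higher TE in treated HFSCs for 60 of 93 genes, with a median log2 fold change of 0.30 and a camera adjusted P of 0.629. The median was 0.06 without replicate 1 and 0.34 without replicate 2. In untreated cells the median was −0.20 (38 of 98 higher, camera adjusted P = 0.761). With N1-AcSpd against untreated cells the TE medians were −0.21 in progenitors (camera adjusted P = 0.837, and 0.26 without replicate 2) and 0.17 in HFSCs (0.521, and −0.08 without replicate 1). The footprint medians were −0.06 (0.844) and 0.16 (0.334). For footprints, replicates 1 and 2 gave 0.0 and 0.01 in progenitors, and 0.36 and −0.04 in HFSCs.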

Although the exact mechanism of cellular polyamine uptake is largely unknown, the involvement of the endocytosis pathway has been suggested (Soulet et al., 2002). Thus, increased endosomal transport might be directly caused by elevated extracellular *N*1-AcSpd levels. Overall, the ribosome footprinting analysis confirmed elevated translation and cell cycle progression upon *N*1-AcSpd treatment. Furthermore, *N*1-AcSpd addition partially aligned the translatome of progenitors to the translatome of HFSCs, thereby likely facilitating cell fate changes.

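Cell cycle genes in cells with and without N1-AcSpd had median log2 changes of −0.10 in progenitors (35 of 97 higher, camera adjusted P = 0.321; 0.03 in replicate 1 and −0.23 in replicate 2) and −0.08 in HFSCs (32 of 97 higher, 0.323; −0.51 and 0.35, or −0.04 and −0.07 with the replicate numbers of the treated HFSC libraries exchanged) in RNA-seq. In Ribo-seq the medians were −0.0045 (47 of 94 higher, camera adjusted P = 0.977; 0.32 in replicate 1 and −0.44 in replicate 2) and 0.02 (48 of 94 higher, 0.869; 0.36 and −0.20). Their TE changed by 0.01 in progenitors and 0.15 in HFSCs (camera adjusted P = 0.761 for both). Between the cell types, treated, the TE median of these genes was 0.17 (58 of 92 higher, 0.841).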

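Whether progenitors with N1-AcSpd come to look like HFSCs was tested by correlating, over genes, the N1-AcSpd effect in progenitors of 1 mouse with the untreated difference of HFSCs over progenitors in the other mouse, so that no library enters both sides. A shift toward HFSCs would make the correlation positive. In RNA-seq it was −0.29 and −0.42 over 10874 genes, and in Ribo-seq −0.12 and −0.05 over 323 genes. Simulated RNA-seq libraries without an effect of N1-AcSpd gave 0.0061 without a cell-type difference and 0.0171 with one of SD 0.3. Their noise was independent for each gene. They therefore cannot show how far the correlation could move from 0 where many genes vary together. HFSC identity markers had a median log2 change with N1-AcSpd in progenitors of −0.17 in RNA-seq (3 higher, 7 lower, camera adjusted P = 0.0513). It was −0.06 in replicate 1 and −0.27 in replicate 2. In Ribo-seq the median was −0.58 (−0.32 with bounds, 0 higher, 8 lower, camera adjusted P = 0.214), with 0.08 in replicate 1 and −0.51 in replicate 2. Of these 8 genes Crip1 was at the count limit with and without N1-AcSpd, which leaves 7 with a usable direction. Lineage markers had a median log2 change of 0.16 in RNA-seq (6 of 6 higher, camera adjusted P = 0.0246, fry 0.349) and 0.26 in Ribo-seq (5 of 6 higher, 0.0971). In HFSCs the identity markers had medians of −0.33 (1 of 10 higher, camera adjusted P = 1.86e-04, fry 0.355; 0.18 in replicate 1 and −1.03 in replicate 2, or −0.19 and −0.29 with the replicate numbers of the treated libraries exchanged) and −0.47 (1 of 8 higher, 0.175; 0.127 and −1.002). The paper concludes that N1-AcSpd partly aligns the progenitor translatome with that of HFSCs.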

### HFSC activation by depilation suggests a functional role of the acetylated polyamines in hair growth *in vivo*

Having established that *N*1-AcSpd treatment influences cell fate decisions in the organoid culture, we aimed to investigate whether *N*1-AcSpd also associates with cell fate decisions *in vivo*. To this end, we activated HFSCs *in vivo* by depilation, which forces hair follicle entry into anagen in the depilated area. As aged HFSCs have been shown to be more quiescent than young HFSCs and thus resistant to activation (Keyes et al., 2013), we further compared young (6 months) and aged (24 months) mice in this assay.

Because of the precise coupling of HF cycling and melanogenesis, the skin color changes from pink to black between 5 to 8 days after depilation, indicating the transition from telogen to anagen (Slominski and Paus, 1993). Consistently, in young mice, we observed a change of skin color starting on day 7 (Fig. 5A). However, the graying of the skin was delayed in the old mice, starting in the anterior region (neck) on day 8 (Fig. 5A).

**Fig. 5.**
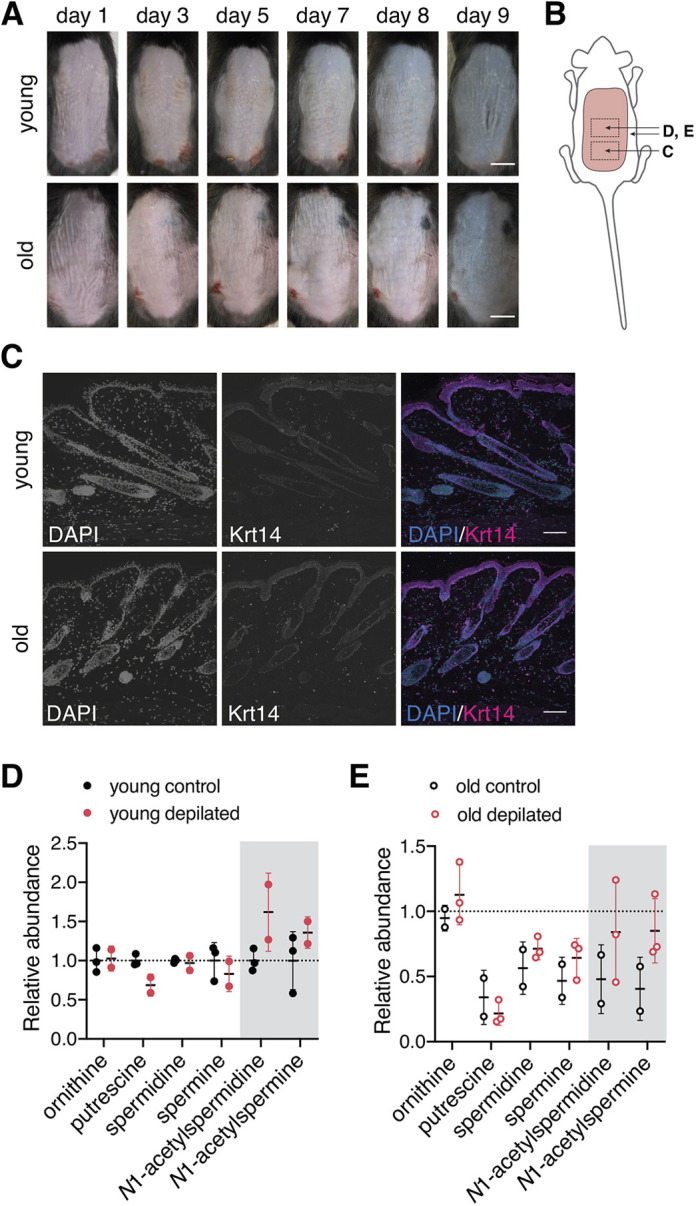
**Activation of hair growth increases the levels of the acetylated polyamines *in vivo*.** (A) Representative images of the depilated dorsal skin of young (6 months, top) and old (24 months, bottom) mice (*n*=4 for both groups). (B) Schematic representation of the depilated area (pink) and the areas used for sample collection (squares). (C) Representative immunofluorescence staining for keratin 14 (Krt14, magenta) in young (top) and old (bottom) mice. Nuclei were stained with DAPI (blue) (*n*=4 for both groups). (D) Polyamine levels in epidermis obtained from young mice comparing depilated epidermis (anagen; *n*=2) to control epidermis (telogen; *n*=3). Results are mean±s.d. (E) Polyamine levels in epidermis obtained from old mice comparing depilated epidermis (anagen; *n*=3) and control epidermis (telogen; *n*=2). Values are normalized to control epidermis from young mice (dotted line). Results are mean±s.d. for D,E, each dot represents one biological replicate (*n*). The gray box highlights the acetylated polyamines. Scale bars: 1 cm (A); 100 µm (C).

The mice were killed on day 9 after depilation and tissue biopsies were collected for further analysis (Fig. 5B). It has been previously described that 9 days after depilation, the induced anagen hair follicles reach their maximal length and are morphologically indistinguishable from spontaneously developing anagen follicles (Müller-Röver et al., 2001). We confirmed that the hair follicles of young mice were in full anagen by immunofluorescence staining for keratin 14 (Fig. 5C). In contrast, the hair follicles of old mice were still in early anagen, as shown by reduced length of the hair shaft (Fig. 5C). These results confirmed the delay in hair growth determined by the changes in skin color (Fig. 5A). Finally, we measured the polyamine levels in control epidermis (telogen) and depilated epidermis (anagen) in young and in old mice. We found that depilation specifically increased the levels of the *N*1-AcSpd and *N*1-AcSpm in young mice (Fig. 5D). Interestingly, polyamine levels were generally lower in old mice and, although the levels of the acetylated polyamines also increased upon depilation in old mice, their levels remained lower than in young control epidermis (Fig. 5E).

Taken together, these results suggest that hair growth correlated with an accumulation of the acetylated polyamines. Together, with our findings in the organoid culture, these data suggest that increased *N*1-AcSpd levels are required for the full activation and differentiation of HFSCs *in vivo*.

## DISCUSSION

In this study, we delineate the polyamine-mediated regulation of HFSC maintenance and function. First, we show that low mRNA translation rates mark the HFSC state *in vivo* and in the organoid culture, and further identify key signatures of stemness in the translatome of HFSCs. Despite low polyamine levels in α6+/CD34+ stem cells, which might endogenously reduce protein synthesis, lowering translation rates by pharmacologically reducing polyamine levels does not influence stemness in the organoid culture. In contrast, accumulation of the acetylated polyamines favors the stem cell state. We identify *N*1-AcSpd as regulator of HFSC fate, affecting proliferation in the organoid culture. Going beyond *in vitro* analyses, we observe increased acetylated polyamines upon HFSC activation and differentiation *in vivo*.

Previously, Blanco et al. (2016) showed that translation is elevated during the hair cycle growth phase when cells become activated and differentiate. In contrast, quiescent HFSCs in the resting phase show low translation. This agrees with other studies showing that translation is upregulated during differentiation (Baser et al., 2019; Sampath et al., 2008; Signer et al., 2014; Zismanov et al., 2016). Importantly, we reproduce these findings upon HFSC isolation and in the 3D–3C organoid culture. Since the organoids maintain this key *in vivo* property of HFSCs, they represent a suitable model to study the influence of translation on cell fate. Of note, a forced inhibition of translation by loss of NOP2/Sun RNA methyltransferase family member 2 (NSUN2) in the mouse blocks the differentiation of HFSCs to progenitor cells (Blanco et al., 2011), clearly showing that upregulation of translation is necessary for differentiation in the hair follicle. However, reduction of translation by lowering polyamines was not sufficient to change cell fate in the organoids; neither stem cell maintenance nor progenitor cell de-differentiation were affected upon DMFO treatment. Instead, DENSpm treatment and *N*1-AcSpd supplementation, which do not reduce translation, favored the stem cell state.

To mechanistically understand how *de novo* protein synthesis affects cell fate, we analyzed the translatome in sorted progenitors and HFSCs by ribosome footprinting. Overall, analysis of the translatome revealed that HFSCs in the organoids have low mRNA translation rates, a high level of glycolysis and elevated protein quality control. Of note, these signatures are well-described key properties of stem cells in general. Several studies have shown that different types of stem cells rely on glycolysis for energy production, while OXPHOS is activated upon differentiation (Chen et al., 2008; Flores et al., 2017; Kondoh et al., 2007; Simsek et al., 2010). Furthermore, the suppression of the metabolic switch from glycolysis to OXPHOS and glutamine metabolism was reported to be required for ORS cells to return to the HFSC state (Kim et al., 2020), demonstrating a functional role of the metabolic profile in cell fate decisions. Interestingly, translation of a subset of mitochondrial genes involved in OXPHOS has been described to be particularly dependent on the hypusination of eIF5A (Puleston et al., 2019). Thus, polyamine availability might also affect cell fate through changes of mitochondrial function, which should be investigated in the future.

ESCs exhibit elevated levels of the proteasome subunit PSMD11, enhanced assembly of the proteasome, and, correspondingly, increased proteasome activity compared to more differentiated counterparts (Vilchez et al., 2012). Accordingly, the proteasome subunit PSMD14 is required for ESC self-renewal and cellular reprogramming (Buckley et al., 2012). Hematopoietic stem cells (HSCs) have fewer misfolded proteins compared to more differentiated counterparts (Hidalgo San Jose et al., 2020). However, an increase in protein synthesis causes the accumulation of misfolded proteins and the loss of HSCs, demonstrating that HSCs are dependent on low translation rates to maintain protein homeostasis and self-renewing capacity. Importantly, 3D–3C cultured cells showed increased puromycin incorporation compared to freshly isolated cells (Fig. 1B,C,E,F). This increase in mRNA translation might be sufficient to overwhelm the protein quality control machinery, resulting in misfolded proteins and subsequent ER stress. Since the maintenance of a healthy proteome is more fundamental in stem cells, protein quality control might be specifically increased in HFSCs. However, whether this signature is a precautionary measure to maintain a heathy proteome in HFSCs or an actual stress response cannot be concluded from our data and needs to be elucidated in future experiments.

Previously, acetylated polyamines were mostly described as the major group of polyamines exported from the cell (Seiler and Dezeure, 1990). Extending this notion, we find that the intracellular accumulation of *N*1-AcSpd has an effect on stemness. Although *N*1-AcSpd treatment and putrescine addition change intracellular polyamine levels comparably, we demonstrate that the effect on cell fate is mediated by *N*1-AcSpd. To this end, we prevented the conversion of putrescine into *N*1-AcSpd and vice versa. Importantly, the data obtained upon inhibition of SSAT and PAOX confirm that the accumulation of the acetylated polyamines is not only required but also sufficient to enhance stemness in the HFSC organoids. Since supplementation with *N*1-AcSpm did not influence the proportion of HFSCs, elevation of acetylated polyamines in general was not sufficient; instead, *N*1-AcSpd treatment has a specific effect on cell fate. Going beyond *in vitro* data, we identify a potential functional role of the acetylated polyamines in cell fate decisions *in vivo*; depilation-induced HFSC activation resulted in a specific accumulation of the acetylated polyamines in the epidermis. Our *in vitro* results suggest that the increase in *N*1-AcSpd levels is relevant. To further investigate the role of *N*1-AcSpd in cell fate decisions *in vivo*, topical application of *N*1-AcSpd to depilated skin would be conceivable in the future.

3′ RNA-seq of purified cell populations from the organoids revealed that *N*1-AcSpd treatment affected expression of cell cycle-associated genes. Interestingly, these same genes were found expressed at higher levels in α6+/CD34+ stem cells, which also display higher EdU incorporation compared to progenitor cells in the organoid cultures. Importantly, increased proliferation and stemness have been linked before. A study in ESCs suggests that elevated cyclin-dependent kinase (CDK) activity, and thus increased cell cycle progression, contributes to stem cell maintenance (Liu et al., 2017). Consistently, reprogramming efficiency seems to be linked to successful acceleration of the cell cycle (Guo et al., 2014; Ruiz et al., 2011). Of note, forced overexpression of AMD1 or ODC in mouse fibroblasts, resulting in the accumulation of polyamines, improves reprogramming efficiency (Zhang et al., 2012; Zhao et al., 2012). Our results suggest that this effect is caused by increased proliferation. Collectively, these data indicate that both stem cell maintenance and de-differentiation might be improved by elevated cell cycle progression upon *N*1-AcSpd treatment in the 3D–3C organoid culture.

Polyamines have been implicated in cell cycle progression before. Under normal growth conditions, polyamine levels are dynamically regulated during the cell cycle (Sunkara et al., 1981), which is due to cyclical changes in activity of ODC and AMD1 (Fredlund et al., 1995). Consistent with this, several studies have shown that polyamine depletion results in cell cycle arrest (Odenlund et al., 2009; Ray et al., 1999; Yamashita et al., 2013). Polyamines have been described to interact with DNA through electrostatic and hydrogen bonding forces, resulting in its stabilization (Flink and Pettijohn, 1975; Pallan and Ganesh, 1996; Tsukamoto et al., 2005). Moreover, polyamines change the conformation of the nucleosome core, thereby facilitating the replication of DNA (Morgan et al., 1987). Thus, polyamine availability might be required for optimal rates of DNA replication during S phase (Alm and Oredsson, 2009). Consistent with this, analysis of global translation upon *N*1-AcSpd treatment revealed the GO term ‘DNA replication’ (Fig. S5H). Additionally, the GO term ‘protein–DNA complex subunit organization’ was enriched in the same analysis and ‘histone methylation’ was identified when transcripts with higher translational efficiency upon *N*1-AcSpd treatment were analyzed. Together, these data suggest a role of *N*1-AcSpd in DNA replication. Moreover, potential epigenetic changes might explain the long-term effect of *N*1-AcSpd supplementation that persists after withdrawal of the treatment. Overall, analysis of the ribosome footprinting data upon *N*1-AcSpd treatment confirmed elevated translation and cell cycle progression. Furthermore, *N*1-AcSpd addition partially aligned the translatome of progenitors to the translatome of HFSCs, thereby likely facilitating cell fate changes.

In sum, this study dissects independent routes of polyamine-controlled regulation of cell fate – while depletion of natural polyamines endogenously reduced translation, addition of *N*1-AcSpd accelerated cell cycle progression. Previously, acetylated polyamines were described primarily as the major polyamine species exported from the cell. Here, we demonstrate that *N*1-AcSpd influences cell fate decisions via increased proliferation. Thus, our study explains why elevated polyamine levels and low translation rates are not mutually exclusive during stem cell maintenance. Instead, they regulate different aspects of cell fate. While low translation rates favor quiescence *in vivo*, enhanced cell cycle progression ensures stem cell self-renewal upon activation. The upregulation of the acetylated polyamines upon HFSC activation by depilation supports this model. Over the long term, *N*1-AcSpd treatment could be a viable intervention to tackle age-associated diseases caused by a decline in tissue homeostasis due to stem cell exhaustion.

## MATERIALS AND METHODS

### Mouse husbandry

Animals (*Mus musculus*) were housed on a 12 h light–12 h dark cycle with *ad libitum* access to food under pathogen-free conditions in individually ventilated cages. All animals were kept in C57BL/6J background. Animal care and experimental procedures were in accordance with the institutional and governmental guidelines.

### Depilation

Animals were anesthetized with isoflurane (cp-pharma) and dorsal skin was depilated using hair removal strips. The mice were killed on day 9 after depilation and tissue biopsies were collected for histological analysis and polyamine measurements as described below. Male mice at the age of 6 months (young) and 24 months (old) were used for the experiment.

### Immunofluorescence staining

Depilated back skin was fixed using 4% paraformaldehyde (PFA), embedded in paraffin and sectioned. The sections were de-paraffinized using a graded alcohol series, and target retrieval was performed in Target Retrieval Solution (DAKO) pH 9 in a pressure cooker at 110°C for 2 min. After blocking in 5% bovine serum albumin, primary antibody (Krt14, Progen, GP-CK14, 1:500) diluted in Dako Antibody Diluent was incubated with the samples overnight at 4°C. Bound primary antibody was detected by incubation with Alexa Fluor 657-conjugated secondary antibodies (Invitrogen). Nuclei were counterstained with DAPI (Invitrogen). After washing, the slides were mounted in Elvanol. All fluorescence images were collected by laser scanning confocal microscopy (SP8X; Leica) with Leica Application Suite software (LAS X version 2.0.0.14332), using a 40× immersion objective. Images were acquired using sequential scanning of frames of 1 µm thick confocal planes (pinhole 1). Afterwards, planes were projected as a maximum intensity confocal stack. Images were collected with the same settings for all samples within an experiment.

### Isolation of epidermal cells

Isolation of epidermal cells from mice of both sexes in telogen stage [postnatal day (P)21–25; P46–60] was performed as described previously (Chacón-Martínez et al., 2017). In brief, mouse skin was incubated with 0.8% trypsin (Thermo Fisher Scientific) for 50 min at 37°C. The skin was transferred to 8 ml KGM medium and the epidermis was separated from the dermis. After centrifugation (600 ***g*** for 5 min), the keratinocytes were resuspended in ice cold KGM medium (see below) and embedded in growth factor-reduced Matrigel (Corning Inc.). Cells isolated from independent donors represent biological replicates. Analysis of the stem cell ratio, EdU incorporation, cell cycle progression, and annexin V staining was performed in technical duplicates. The mean of the technical duplicates is plotted. All analyses were performed with at least three biological replicates.

### Culture of HFSC organoids

HFSC organoids were cultured in KGM medium [MEM medium (Spinner's modification, Sigma-Aldrich), supplemented with 8% fetal bovine serum (chelated, Thermo Fisher Scientific), penicillin/streptavidin (Thermo Fisher Scientific), L-glutamine (Thermo Fisher Scientific), insulin (5 µg/ml, Sigma-Aldrich), hydrocortisone (0.36 µg/ml, Calbiochem), EGF (10 ng/ml, Sigma-Aldrich), transferrin (10 µg/ml, Sigma-Aldrich), phosphoethanolamine (10 µM, Sigma-Aldrich), ethanolamine (10 µM, Sigma-Aldrich) and CaCl_2_ (14.5 µM, Sigma-Aldrich)]. 5 µM Y27632, 20 ng/ml mouse recombinant VEGF, 20 ng/ml human recombinant FGF2 (all Miltenyi Biotech) were added to KGM medium. The cells were grown at 37°C in 5% CO_2_.

The medium was changed three times per week. The following compounds were added each time the medium was changed: 2-difluoromethylornithine hydrochloride (DFMO; 2761, R&D Systems); diminazene aceturate (DA; D7770, Sigma-Aldrich); MDL72527 (M2949, Sigma-Aldrich); *N*1-acetylspermidine hydrochloride (9001535, Cayman Chemical); *N*1-acetylspermine trihydrochloride (01467, Sigma-Aldrich); *N*1,*N*11-diethylnorspermine (DENSpm) tetrahydrochloride (0468, Tocris); putrescine dihydrochloride (P5780, Sigma-Aldrich). Unless indicated otherwise, 3D–3C organoids were treated for the entire duration of the experiment. The concentrations were determined by assessing concentration curves – the lowest concentration that had an effect on cell fate or the highest concentration without overt toxicity were chosen for further experiments. The concentrations used are indicated in the respective figures. After sorting of pure populations, the cells were recovered for 2 days and treated for the last 5 days of the experiment. Before puromycin incorporation, the cells were cultured for 2 weeks and treated for the last 72 h.

### Live-cell number

Sorted cells were cultured in 3D–3C organoids for 7 days and treated for the last 5 days before Matrigel droplets were degraded in 0.5% trypsin and 0.5 mM EDTA in PBS for 8 min at 37°C. Trypsin was neutralized using cold KGM. The live-cell number of at least three biological replicates was determined using a Neubauer hemocytometer. Images of organoid cultures were acquired using the EVOS FL Auto 2 Imaging System (ThermoFisher Scientific) with an 4× objective. The scale bar is 650 µm.

### Cell maintenance

NIH3T3 fibroblasts were obtained from ATCC^®^ (CRL-1658). The cells were grown in DMEM containing 4.5 g/l glucose supplemented with 10% fetal bovine serum and penicillin/streptavidin (all Thermo Fisher Scientific) at 37°C in 5% CO_2_ on non-coated tissue culture plates.

### Colony formation assay

NIH3T3 fibroblasts were seeded on collagen G-coated (30 µg/ml in PBS; Biochrom AG) tissue culture plates. The cells were grown at 37°C in 5% CO_2_ for 2 days before proliferation was inhibited with 4 µg/ml mitomycin C (Sigma-Aldrich).

HFSCs were grown in 3D–3C organoids for 2 weeks and analyzed by flow cytometry. 4000 cells were seeded per 6-well (technical triplicates) on the fibroblast layer in MEM/HAM's F12 (FAD) medium with low Ca^2+^ (50 µM; Biochrom AG), supplemented with 10% fetal bovine serum (chelated, Thermo Fisher Scientific), penicillin/streptomycin (penicillin, 100 U/ml; streptomycin, 0.1 mg/ml; Thermo Fisher Scientific), L-glutamine (2 mM; Thermo Fisher Scientific), ascorbic acid (50 µg/ml; Sigma-Aldrich), adenine (0.18 mM; Sigma-Aldrich), insulin (5 µg/ml; Sigma-Aldrich), hydrocortisone (0.5 µg/ml; Sigma-Aldrich), EGF (10 ng/ml; Sigma-Aldrich) and cholera enterotoxin (10 ng/ml, Sigma-Aldrich). The cells were grown without treatment for 2–3 weeks at 32°C in 5% CO_2_ until colonies were formed. Remaining fibroblasts were removed using 0.25% trypsin-ETDA (Thermo Fisher Scientific) for 2 min at 37°C. Trypsin was stopped using supplemented DMEM. After washing the plates with PBS, keratinocytes were fixed with 4% PFA (Sigma-Aldrich) for 15 min at room temperature (RT). The cells were washed with PBS twice and the colonies were stained using 1% Crystal Violet (Sigma-Aldrich in PBS) for 1 h at RT on an orbital shaker. The wells were washed with tap water until no stain was released and air dried. The plates were scanned and the number of colonies was counted manually.

### Flow cytometry

Matrigel droplets were degraded in 0.5% trypsin, 0.5 mM EDTA in PBS for 8 min at 37°C. Trypsin was neutralized using cold KGM. After centrifugation for 5 min at 600 ***g***, cells were washed with FACS buffer (2% FBS, 2 mM EDTA in PBS). Surface marker staining was performed for 30 min on ice with the following antibodies: CD34-eFluor 660 (eBioscience, clone RAM34, 1:100) and ITGA6-PE/Cy7 (Biolegend, clone GoH3, 1:1000) for sorting or CD34-eFluor 660 (eBioscience, clone RAM34, 1:100) and ITGA6-Pacific Blue (Biolegend, clone GoH3, 1:200) for analysis. Freshly isolated keratinocytes were stained additionally with Sca1-Pacific Blue (Biolegend, clone D7, 1:400). 7AAD or propidium iodide (PI) was used to exclude dead cells. Cells were analyzed on FACSCantoII (BD Biosciences) or sorted on FACSAria IIIu Svea and FACSAria Fusion sorters (BD Biosciences). Sorted cells were collected in 15 ml tubes containing KGM at 4°C.

### EdU incorporation and detection

Cell proliferation was assessed using the Click-iT™ Plus EdU Alexa Fluor™ 488 Flow Cytometry Assay Kit (Thermo Fisher Scientific) following the manufacturer's instructions. Cells were grown for 9–14 days in 3D–3C culture before 10 µM EdU was added to the medium and incubated for 2 h or 24 h. Matrigel droplets were degraded, the cells were washed with PBS and subsequently stained with fixable LIVE/DEAD-violet dye (Thermo Fisher Scientific, 1:500) for 20 min at RT. The cells were washed with FACS buffer and surface marker staining was performed for 30 min on ice using CD34-eFluor 660 (eBioscience, clone RAM34, 1:100) and ITGA6-PE/Cy7 (Biolegend, clone GoH3, 1:1000). The cells were washed with 1% bovine serum albumin (BSA) in PBS, fixed with 4% PFA for 10 min at RT and permeabilized using Click-iT saponin-based permeabilization buffer for 15 min at RT. The EdU reaction cocktail was prepared following the manufacturer's instructions and incubated for 30 min at RT in the dark after washing the cells. The cells were analyzed on FACSCantoII.

### Cell cycle analysis

Cell proliferation was assessed using the Click-iT™ Plus EdU Alexa Fluor™ 488 Flow Cytometry Assay Kit (Thermo Fisher Scientific) as described above. Cells were grown for 2 weeks in 3D–3C culture before 10 µM EdU was added to the medium and incubated for 2 h. Matrigel droplets were degraded, the cells were washed with PBS and stained with fixable Zombie NIR dye (Biolegend, 1:500) for 20 min at RT. The cells were washed, fixed and permeabilized, and the EdU reaction cocktail was incubated with the sample as described above. Subsequently, the cells were permeabilized using 0.1% Triton X-100 in PBS for 15 min at RT and stained with FxCycle Violet (Thermo Fisher Scientific, 1:500) for 30 min at RT. The cells were analyzed on FACSCantoII without further washing.

### Annexin V staining

Cells from four independent donors representing four biological replicates were cultured for 13 days. DENSpm treatment was performed for the last 24 h. The supernatant was collected and stained together with the embedded cells to include detached cells. Matrigel droplets were degraded in 0.5% trypsin, 0.5 mM EDTA in PBS for 8 min at 37°C. Trypsin was neutralized using cold KGM. After centrifugation for 5 min at 600 ***g*** cells were washed with FACS buffer. Surface marker staining was performed for 30 min on ice using CD34-eFluor 660 (eBioscience, clone RAM34, 1:100) and ITGA6--acific Blue (Biolegend, clone GoH3, 1:200). Cells were washed with PBS and stained with annexin V-AF488 (ThermoFisher Scientific, 1:20 in 100 µl annexin-binding buffer per sample) for 15 min at RT. 100 µl annexin-binding buffer containing PI was added per sample. The samples were analyzed on FACSCantoII.

### Puromycin incorporation

Cells were incubated with 10 µg/ml puromycin in the medium for exactly 10 min at 37°C. The cells were washed with PBS and collected in RIPA buffer (50 mM Tris-HCl pH 7.4, 120 mM NaCl, 0.1% SDS, 1% NP40, 0.5% sodium deoxycholate) with proteinase and phosphatase inhibitors (Roche Diagnostics GmbH). Sorted cells were recovered for 30 min at 37°C before puromycin was incorporated. Cells from at least three independent donors representing at least three biological replicates were used for puromycin incorporation. All treatments were performed for the final 72 h of culture. This treatment duration did not affect the proportion of HFSCs, which was confirmed by FACS analysis.

### Western blot analysis

Protein concentration of cell lysates was determined using the Pierce™ BCA protein assay kit according to the manufacturer's instructions (ThermoFisher Scientific). Samples were subsequently subjected to SDS-PAGE and blotted on a nitrocellulose membrane. The following antibodies were used in 5% low-fat milk in TBS with 0.05% Tween 20 (w/v in ddH_2_O): puromycin (mouse, Millipore, 12D10, 1:10,000), β-actin (mouse, Sigma, AC-74, 1:25,000), β-actin (rabbit, Cell Signaling Technologies, 4967, 1:50,000). After incubation with HRP-conjugated secondary antibody (Invitrogen, 1:5000), the blot was developed using ECL solution (Merck Millipore). Films were used for detection (Amersham Biosciences).

### RNA isolation and quantitative RT-PCR

Sorted cells were collected in QIAzol and frozen in liquid nitrogen. Cells from three independent donors representing three biological replicates were used for further analysis. Samples were subjected to three freeze–thaw cycles (liquid nitrogen and 37°C water bath). Half of the total volume of QIAzol was added per sample. After incubation for 5 min at RT, 200 µl chloroform were added per 1 ml QIAzol. The samples were vortexed, incubated for 2 min at RT, and centrifuged at 10,000 ***g*** and 4°C for 15 min. The aqueous phase was mixed with an equal volume of 70% ethanol and transferred to a RNeasy Mini spin column (Qiagen). Total RNA was isolated with the RNeasy Mini Kit (Qiagen) according to the manufacturer's instructions. cDNA was generated using the iScript cDNA Synthesis Kit (Bio-Rad Laboratories Inc.). Quantitative RT-PCR was performed using Power SYBR Green master mix (Applied Biosystems) on a ViiA 7 Real-Time PCR System (Applied Biosystems). Primer sequences are listed in Table S2.

### Preparation of 3′ RNA-seq libraries

Sorted cells were collected in QIAzol and frozen in liquid nitrogen. Untreated and treated cells from four independent donors representing four biological replicates were used for further analysis. Total RNA was isolated as described above. 50 ng RNA per sample were used for cDNA synthesis with Maxima H Minus reverse transcriptase (Thermo Fisher Scientific). During reverse transcription, unique barcodes including unique molecular identifiers (UMI) were attached to each sample. After cDNA synthesis, all samples were pooled and processed in one single tube. DNA was purified using AmpureXP beads (Beckman Coulter) and the eluted cDNA was subjected to Exonuclease I treatment (New England Biolabs). cDNA was PCR-amplified for 12 cycles and subsequently purified. After purification, cDNA was tagmented in 5 technical replicates of 1 ng cDNA each using the Nextera XT Kit (Illumina), according to the manufacturer's instructions. The final library was purified and concentration and size were validated by Qubit and High Sensitivity TapeStation D1000 analyses. A detailed protocol for library preparation is available on request. Sequencing was carried out on an Illumina NovaSeq system.

### Bioinformatic analysis of 3′ RNA-seq data

The raw reads were demultiplexed and the UMI-tag was added to each read name using FLEXBAR (Dodt et al., 2012). The second end of the read-pairs were mapped using Kallisto creating pseudo-alignments to the mouse reference genome mm10 (Bray et al., 2016). UMI-tags were assigned using BEDTools intersect and bash re-formatting (Quinlan and Hall, 2010). An R script was used to count the unique UMI-tags per gene. Differential gene expression was calculated using the R package Deseq2 (Love et al., 2014). Only genes with an average of more or equal to 5 reads over all samples were used for the analysis. Only genes with an adjusted *P*-value ≤0.05 (α6+/CD34- versus α6+/CD34+; untreated or treated) are shown in the heatmap. Venn diagrams were generated using the R package VennDiagram. Functional enrichment analysis was performed using the Metascape tool (http://metascape.org) (Zhou et al., 2019). Only genes with a *P*-value <0.05 and a log2FC >±0.5 (α6+/CD34− versus α6+/CD34+; untreated or treated) were defined as differentially expressed and included in the functional enrichment analysis.

### Polysome profiling

3D–3C organoids were cultured for 2 weeks. Matrigel droplets were degraded in 0.5% trypsin, 0.5 mM EDTA in PBS for 8 min at 37°C. Trypsin was neutralized using cold KGM. After centrifugation for 5 min at 600 ***g***, cells were washed with cold PBS and the pellet was frozen in liquid nitrogen. The pellet was resuspended in 300 µl lysis buffer (10 mM NaCl, 10 mM MgCl_2_, 10 mM Tris-HCl pH 7.5, 1% triton X-100, 1% sodium deoxycholate, 1 mM DTT and 0.1 mg/ml cycloheximide) and incubated for 30 min on ice. The samples were centrifuged for 10 min at 4°C and 21,000 ***g*** for clearance.

To prepare sucrose gradients, 15% (w/v) and 50% (w/v) sucrose solutions were prepared in basic lysis buffer (10 mM NaCl, 10 mM MgCl_2_, 10 mM Tris-HCl pH 7.5, 1 mM DTT, 0.1 mg/ml cycloheximide). Linear sucrose gradients were produced using a Gradient Master (Biocomp). The samples were loaded on the gradient and centrifuged using an Optima L-100 XP Ultracentrifuge (Beckman Coulter) and the SW41Ti rotor for 2 h at 39,000 ***g*** and 4°C. To analyze the sample on the gradient, absorbance at 254 nm was measured and recorded (Econo UV monitor EM-1, Biorad).

### Sample preparation for ribosome footprinting

3D–3C organoids were cultured for 2 weeks and treated for the last 72 h. The cells were sorted and frozen in liquid nitrogen. Untreated and treated cells from two independent donors representing two biological replicates were used for further analysis. The cells were incubated in 300 µl lysis buffer (10 mM NaCl, 10 mM MgCl_2_, 10 mM Tris-HCl pH 7.5, 1% Triton X-100, 1% sodium deoxycholate, 1 mM DTT and 0.1 mg/ml cycloheximide) for 30 min on ice. The samples were centrifuged for 10 min at 4°C at 21,000 ***g***. The concentration was determined by NanoDrop and 1 µg of RNA was subjected to the Direct-zol™ RNA Microprep Kit (Zymo Research) to isolate total RNA according to the manufacturer's instructions, which was subsequently subjected to RNA-sequencing.

The rest of the sample was incubated with 2.5 µl Ambion™ RNase I (Thermo Fisher Scientific) and 2.5 µl RNase S7 (Roche) for 1 h at RT. The reaction was stopped by the addition of 3 µl RNasin Plus (Promega Corporation). Ribosomal proteins were digested by proteinase K in proteinase K buffer (50 mM NaCl, 10 mM Tris-HCl pH 7.4, 5 mM EDTA, 5% SDS) containing GlycoBlue (0.75 mg/ml; Thermo Fisher Scientific) for 1 h at 65°C. 1 volume acid-phenol:chloroform (Thermo Fisher Scientific) was added and the samples were centrifuged for 10 min at 4°C and 12,000 ***g***. The supernatant was collected, 1 volume of chloroform was added and the samples were centrifuged for 10 min at 4°C and 12,000 ***g***. This step was repeated twice. The supernatant was mixed with 3 volumes of cold ethanol containing 100 mM sodium acetate and incubated at −80°C overnight. The samples were centrifuged for 1 h at 4°C and 12,000 ***g***. 1 volume of cold ethanol was added to the pellet before centrifugation for 10 min at 4°C and 12,000 ***g***. The supernatant was discarded and the pellet was air dried and stored at −80°C until further use.

### Preparation of sequencing libraries for ribosome footprinting

For RNA-seq, libraries were prepared using the NEBNext^®^ Ultra™ RNA Library Preparation Kit for Illumina (NEB) including hybridization-based ribo-depletion according to the manufacturer's instructions. Library validation and quantification were performed using TapeStation analysis (Agilent). Equimolar amounts of the library were pooled. The pool was quantified using the KAPA Library Quantification Kit (Peqlab) and the ABI Prism^®^ 7900HT Sequence Detection System (Applied Biosystems) and sequenced on an Illumina NovaSeq6000 sequencer.

For Ribo-sequencing, the fragmented RNA pellets were resuspended in nuclease-free water and treated with T4 polynucleotide kinase (NEB) for 90 min at 37°C. Size selection of the fragmented RNA was performed using PAGE. Gel slices in the range of 24–36 nt were excised using X-Tracta Tips (Biozym). After purification, RNA fragments were resuspended in nuclease-free water. Sequencing libraries were prepared using the Small RNA-Seq Library Prep Kit (Lexogen) according to the manufacturer's instructions. Amplification was undertaken using 16 PCR cycles. The pool of all libraries was size-selected using the BluePippin device (SAGE-Science) with a 3% DF Marker Q3 Kit (SAGE-Science). The range of 135–180 bp was selected. The pool was quantified using the KAPA Library Quantification Kit (Peqlab) and the ABI Prism^®^ 7900HT Sequence Detection System (Applied Biosystems) and sequenced on an Illumina NovaSeq6000 sequencer.

Library preparation and sequencing for RNA-sequencing and Ribo-sequencing was performed at the Cologne Center for Genomics.

### Bioinformatic analysis of Ribo-sequencing data

The adapters were trimmed using flexbar (Roehr et al., 2017). Reads aligning to rRNA or tRNA were removed with bowtie (Langmead et al., 2009). The reads were aligned to the reference genome mm10 and the transcriptome using STAR (Dobin et al., 2013). The P-site offset and meta-profile were determined with the R package riboWaltz (Lauria et al., 2018). Actively translated open reading frames (ORFs) were identified using the Python package RiboCode (Xiao et al., 2018). Differentially translated genes were determined using the R package Riborex (Li et al., 2017). Only genes with an average of more or equal to 1 read over all samples were used for further analysis. Functional enrichment analysis was performed using the Metascape tool (http://metascape.org; Zhou et al., 2019). For Figs 1G, 4J; Fig. S5H, all translated genes were used for functional enrichment analysis independently of the *P*-value. Only genes with a *P*-value <0.05 (α6+/CD34− versus α6+/CD34+; untreated or treated) were defined as differentially translated and used for functional enrichment analysis shown in Fig. S1K,L, Fig. 4K and Fig. S5I,J.

### Sample preparation for polyamine extraction from cells

Matrigel droplets were degraded in 0.5% trypsin and 0.5 mM EDTA in PBS for 8 min at 37°C. Trypsin was neutralized using cold KGM. After centrifugation for 5 min at 600 ***g***, cells were washed with PBS. Sorted cells were centrifuged (1500 ***g*** for 10 min) and washed with PBS. The pellet was flash frozen in liquid nitrogen. The cells were lysed in ddH_2_O by freeze–thaw cycles and the protein concentration was determined using the Pierce™ BCA protein assay kit (Thermo Fisher Scientific).

### Sample preparation for polyamine extraction from epidermis

Depilated skin (anagen) and control skin (telogen) from four young and four old male mice was collected and incubated on collagenase (400 U/ml in 50 mM Tris base, 5 mM CaCl_2_, pH 7.4; Sigma-Aldrich) at 37°C for 45 min with the dermal side down. The dermis was separated from the epidermis using a scalpel and the epidermis was frozen in liquid nitrogen. Tissue was disrupted using a TissueLyser II (Qiagen) at 20–25 Hz. The powder was transferred to a fresh tube and solved in ddH_2_O. After four freeze–thaw cycles, the protein concentration was determined using the Pierce™ BCA protein assay kit (ThermoFisher Scientific). In some samples, the protein concentration was too low for further processing.

### Polyamine extraction

Polyamines were extracted by Bligh and Dyer extraction (Noga et al., 2012; Pieragostino et al., 2015). In brief, a methanol:chloroform mixture of 2:1 (v/v) was added to a volume of cell lysate that corresponded to 100 µg of protein and then was incubated for 1 h at 4°C. Samples were centrifuged for 5 min at 3000 ***g*** at 4°C and the liquid phase was transferred and dried in a SpeedVac Vacuum Concentrator (Genevac). Samples were reconstituted with 15 µl aqueous acetonitrile 2:3 mixture (v/v) and 10 µl were injected into the LC-MS system.

### Targeted analysis of polyamines by LC-MS

The identification of polyamines was performed on a triple stage quadrupole (TSQ Altis, ThermoFisher Scientific GmbH) coupled with a binary pump system (Vanquish, ThermoFisher Scientific GmbH). Polyamine species were separated using a reverse column (Xselect column, 2.1×100 mm, 2.5 µm) using solvent A (water with 0.1% formic acid) and B (acetonitrile with 0.1% formic acid) as previously reported (Häkkinen et al., 2008, 2013; Sánchez-López et al., 2009).

The gradient started from 0.1% eluent B and ramped to 0.3% eluent B in 0.5 min. It ramped further to 0.5% eluent B in 0.5 min and to 1% B in the next 0.5 min. The gradient increased to 2% eluent B in the next minute, then it ramped to 5% eluent B in 1 min. In the following 3 min it went to 95% eluent B and stayed constant for 3 min. Afterwards the gradient decreased to 0.1% eluent B in 2 min and stayed constant for 3 min adding up to a total time of 15 min. The column was heated to 30°C using a flow rate of 100 µl/min. The LC system was flushed in between runs with isopropanol:water 75:25 (v/v) with 0.1% formic acid.

Polyamines were detected using heated electrospray ionization (HESI) with the following parameters: 10 (a.u.) sheath gas, 5 (a.u.) auxiliary, 200°C transfer ion capillary and 3 kV for spray voltage.

Relative quantification was performed using selected ion monitoring chromatogram mode (SIM-Q1) in positive ion mode using a scan rate of 1000 Da/sec, Q1 resolution was set to 0.7 *m/z* and calibrated RF lenses were used. The following ions were monitored: ornithine→133.17, putrescine→89.17, spermidine→146.23, spermine→203.32, *N*1-acetylspermidine→188.25, *N*1-acetylspermine→245.34. The relative response for each polyamine was calculated using spermidine-(butyl-d8) as internal standard. A detailed description of the detected metabolites is shown in Table S3.

### Statistical analysis

Data are presented as mean±s.e.m. or mean±s.d. Biological replicates represent independent donors for 3D–3C organoids or independent mice (*n*). Statistical significance was calculated using GraphPad Prism 8 (GraphPad Software). The statistical test used is indicated in the respective figure legend. Significance levels are *P<0.05, **P<0.01, ***P<0.001 versus the respective control.

### Software

Graphs were generated using GraphPad Prism 8 (GraphPad Software). For western blot analysis, the intensity of the bands was quantified using Fiji (Schindelin et al., 2012). Flow profiles were recorded and exported with the FACSDiva™ software (BD Biosciences). FlowJo™ Software v.10.0.8 (FlowJo LLC) was used for the analysis of flow cytometry data. Functional enrichment analysis was performed using the Metascape tool (http://metascape.org; Zhou et al., 2019).

## Supplementary Material

Supplementary information

Reviewer comments

# Supplementary material for: N1-acetylspermidine is a determinant of hair follicle stem cell fate
**Source:** J Cell Sci. 2021 May 11;134(9):jcs252767. doi: 10.1242/jcs.252767
**Supplement:** Supplementary information

**Table S1: Expression of the genes associated with the GO term “cell division” in untreated and N1-AcSpd treated cells.** The ratio of the log2FC according to the 3' RNA-sequencing data in  $\alpha 6^+/\text{CD}34^+$  vs.  $\alpha 6^+/\text{CD}34^-$  cells is shown.

| Gene names | untreated | N1-AcSpd |
|------------|-----------|----------|
| Anapc5     | 0,253     | 0,507    |
| Aspm       | 0,562     | 0,747    |
| Aurka      | 0,332     | 0,664    |
| Bub1       | 0,463     | 0,732    |
| Ccnb1      | 0,353     | 0,646    |
| Ccnb2      | 0,482     | 0,823    |
| Ccnd1      | -0,474    | -0,626   |
| Ccnf       | 0,368     | 0,571    |
| Ccng1      | -0,493    | -0,652   |
| Ccp110     | 0,550     | 0,994    |
| Cdc20      | 0,334     | 0,577    |
| Cdc23      | 0,480     | 0,539    |
| Cdca3      | 0,449     | 0,716    |
| Cdca8      | 0,319     | 0,524    |
| Cenpa      | 0,310     | 0,665    |
| Cenps      | 0,301     | 0,510    |
| Cep164     | 0,441     | 0,659    |
| Cep55      | 0,397     | 0,847    |
| Cit        | 0,260     | 0,859    |
| Ckap5      | 0,298     | 0,521    |
| Dixdc1     | -0,520    | -0,811   |
| Dsn1       | 0,394     | 0,632    |
| E2f8       | 0,403     | 0,564    |
| Ect2       | 0,448     | 0,799    |
| Fbxo5      | 0,434     | 0,772    |
| Hmga2      | -0,089    | -0,708   |
| Incenp     | 0,499     | 0,612    |
| Itgb3bp    | 0,360     | 0,539    |
| Kif20a     | 0,480     | 0,553    |
| Kn11       | 0,349     | 0,503    |
| Knstrn     | 0,475     | 0,634    |
| Lig4       | 0,018     | -0,528   |
| Mad2l1     | 0,365     | 0,605    |
| Mapre2     | -0,404    | -0,664   |
| Ncapd2     | 0,441     | 1,136    |
| Ncapg2     | 0,453     | 0,619    |
| Nde1       | 0,342     | 0,510    |
| Nek2       | 0,428     | 0,814    |
| Nsl1       | 0,443     | 0,508    |
| Numa1      | 0,420     | 0,624    |
| Pdgfb      | 0,682     | 0,953    |
| Plk1       | 0,349     | 0,587    |
| Ppp2r2d    | -0,428    | -0,596   |
| Pstpip1    | -0,612    | -0,740   |
| Rbbp8      | 0,416     | 0,578    |

| Gene names | untreated | N1-AcSpd |
|------------|-----------|----------|
| Septin8    | -0,284    | -0,557   |
| Sgo1       | 0,353     | 0,792    |
| Sgo2a      | 0,324     | 0,581    |
| Smc2       | 0,378     | 0,616    |
| Tacc3      | 0,337     | 0,538    |
| Terf1      | 0,372     | 0,504    |
| Tpx2       | 0,459     | 0,580    |
| Ube2c      | 0,385     | 0,660    |
| Wee1       | 0,397     | 0,665    |

**Table S2: Primer sequences for quantitative RT-PCR.**

| Primer/gene name | Sequence (5' → 3')         |
|------------------|----------------------------|
| msβ-actin_fwd    | TCAAGATCATTGCTCCTCCTG      |
| msβ-actin_rev    | TACTTCTGCTTGCTGATCCAC      |
| msGAPDH_fwd      | GGTGTGAACGGATTTGGCCGTATTG  |
| msGAPDH_rev      | CCGTTGAATTTGCCGTGAGTGGAGT  |
| msCD34_fwd       | TGAGATGACATCACCCACCG       |
| msCD34_rev       | GCCAACCTCACTTCTCGGAT       |
| msSox9_fwd       | AGGAAGCTGGCAGACCAGTA       |
| msSox9_rev       | TCCACGAAGGGTCTCTTCTC       |
| msTcf3_fwd       | CTCAGCAGCAAATCCAAGAGGCAGAG |
| msTcf3_rev       | TGGGAAGACGCAGGGCTATCACAAG  |
| msLhx2_fwd       | ATCGACGAGATGGACCGCA        |
| msLhx2_rev       | TCACTGCTGATGGACGGC         |
| msNfatc1_fwd     | GGTGCTGTCTGGCCATAACT       |
| msNfatc1_rev     | CCAGGGAATTTGGCTTGACAC      |
| msId2_fwd        | ATCCCCCAGAACAAGAAGGT       |
| msId2_rev        | TGTCCAGGTCTCTGGTGATG       |
| msDkk3_fwd       | ATGCTATGCACCCGAGACAG       |
| msDkk3_rev       | GAACAGCAGGCCTCTTTGGA       |

**Table S3: Detailed description of the detected metabolites.**

| <b>Name</b>         | <b>Elemental composition</b>                                 | <b>Retention time (min)</b> | <b>Mass (amu)</b> | <b>[M+H]<sup>+</sup> (m/z)</b> |
|---------------------|--------------------------------------------------------------|-----------------------------|-------------------|--------------------------------|
| ornithine           | C <sub>5</sub> H <sub>12</sub> N <sub>2</sub> O <sub>2</sub> | 2.73                        | 132.089           | 133.097                        |
| putrescine          | C <sub>4</sub> H <sub>12</sub> N <sub>2</sub>                | 2.41                        | 88.099            | 89.107                         |
| spermidine          | C <sub>7</sub> H <sub>19</sub> N <sub>3</sub>                | 2.22                        | 145.157           | 146.165                        |
| spermine            | C <sub>10</sub> H <sub>26</sub> N <sub>4</sub>               | 2.46                        | 202.215           | 203.223                        |
| N1-acetylspermidine | C <sub>9</sub> H <sub>21</sub> N <sub>3</sub> O              | 3.14                        | 187.167           | 188.175                        |
| N1-acetylspermine   | C <sub>12</sub> H <sub>28</sub> N <sub>4</sub> O             | 3.05                        | 244.225           | 245.233                        |

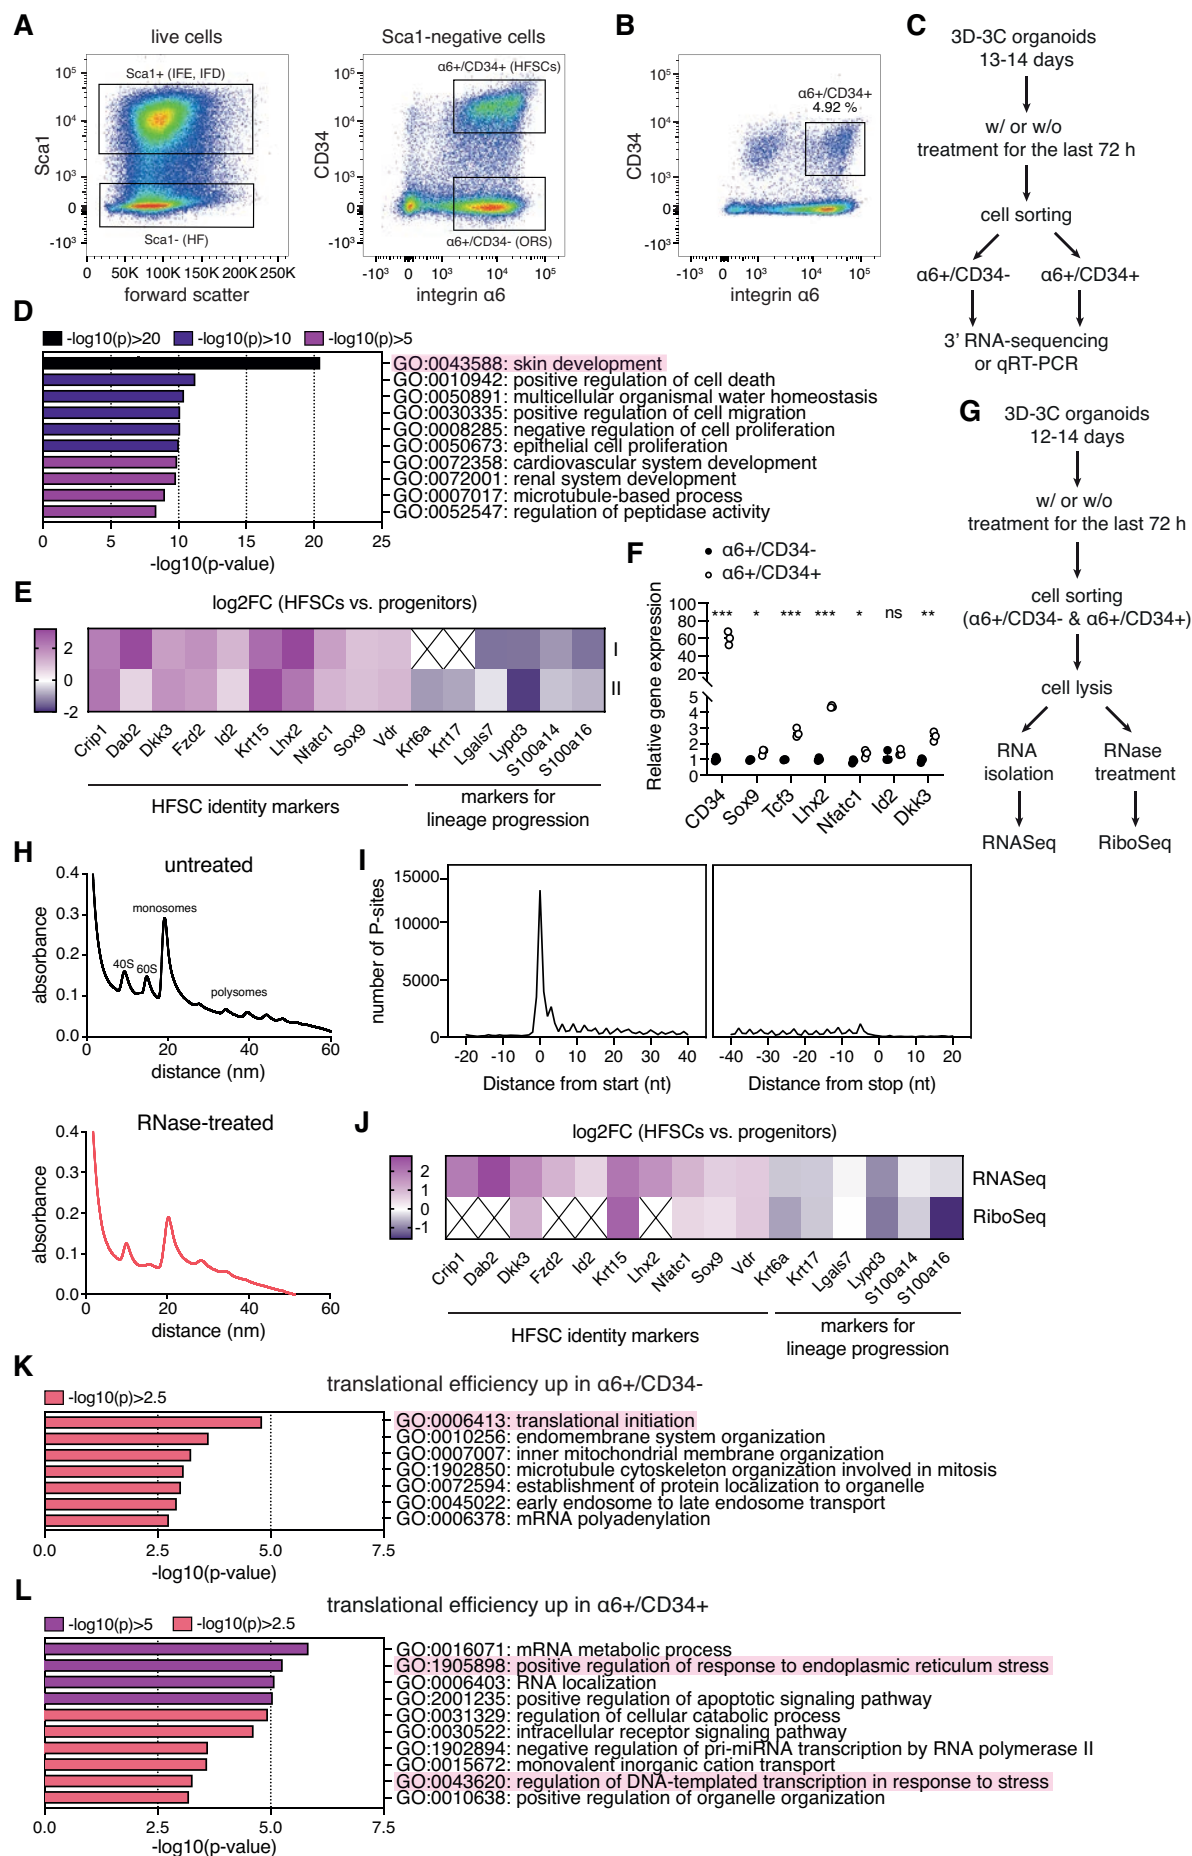

**Figure S1: 3' RNA-sequencing confirms cell identity in the 3D-3C organoids and ribosome foot printing reveals differential translation in progenitors compared to HFSCs.** (A) Dot plot showing the gating strategy for sorting of freshly isolated epidermal cells. Live cells were gated according to Sca1-expression. Sca1-negative cells were separated into HFSCs and ORS cells. (B) Representative dot plot showing the different populations of freshly isolated epidermis cells using integrin  $\alpha 6$  and CD34 as markers. (C) Schematic representation of the workflow for quantitative RT-PCR (qRT-PCR) and 3' RNA-sequencing sample collection. (D) GO term analysis of differentially expressed genes ( $p$ -value  $< 0.05$ ,  $\log_2FC > \pm 0.5$ ) from 3' RNASeq experiment comparing  $\alpha 6+$ /CD34- progenitor cells with  $\alpha 6+$ /CD34+ stem cells (biological process, metascape.org). (E) Heatmap showing mean values of  $\log_2FC$  of different HFSC identity markers (left) and markers for lineage progression (right) based on published RNA-sequencing data from Chacón-Martínez et al. (2017) (top; I), compared to the 3' RNA-sequencing results obtained in this study (bottom, II). The ratio of the  $\log_2FC$  in HFSCs vs. progenitor cells is displayed. (F) Stem cell marker gene expression in sorted  $\alpha 6+$ /CD34- and  $\alpha 6+$ /CD34+ cells determined by qRT-PCR.  $\text{mean} \pm \text{s.e.m.}$  ( $n=3$ ). Statistical significance was calculated by unpaired  $t$ -test. two-tailed  $p$ -values: \*\*\*  $p < 0.001$ , \*\*  $p < 0.01$ , \*  $p < 0.05$ , ns: not significant. (G) Schematic representation of the workflow for RNASeq and RiboSeq sample collection. (H) Polysome profiling of untreated and RNase-treated samples. ( $n=1$ ). (I) Representative meta-profile based on P-site mapping around the start and the stop codon of annotated coding sequences. ( $n=2$  for each condition). (J) Heatmap showing mean values of  $\log_2FC$  of different HFSC identity markers (left) and markers for lineage progression (right) comparing RNASeq (top) and RiboSeq (bottom). The ratio of the  $\log_2FC$  in HFSCs vs. progenitor cells is displayed. A crossed cell indicates that the respective transcript was not detected in at least one sample in the RiboSeq experiment. ( $n=2$  for each cell type). (K) GO term analysis of differentially translated genes between cell types ( $p < 0.05$ ) with higher translational efficiency in  $\alpha 6+$ /CD34- cells (biological process, metascape.org). (L) GO term analysis of differentially translated genes between cell types ( $p < 0.05$ ) with higher translational efficiency in  $\alpha 6+$ /CD34+ cells (biological process, metascape.org). (F,H,I,J)  $n$ : biological replicates.

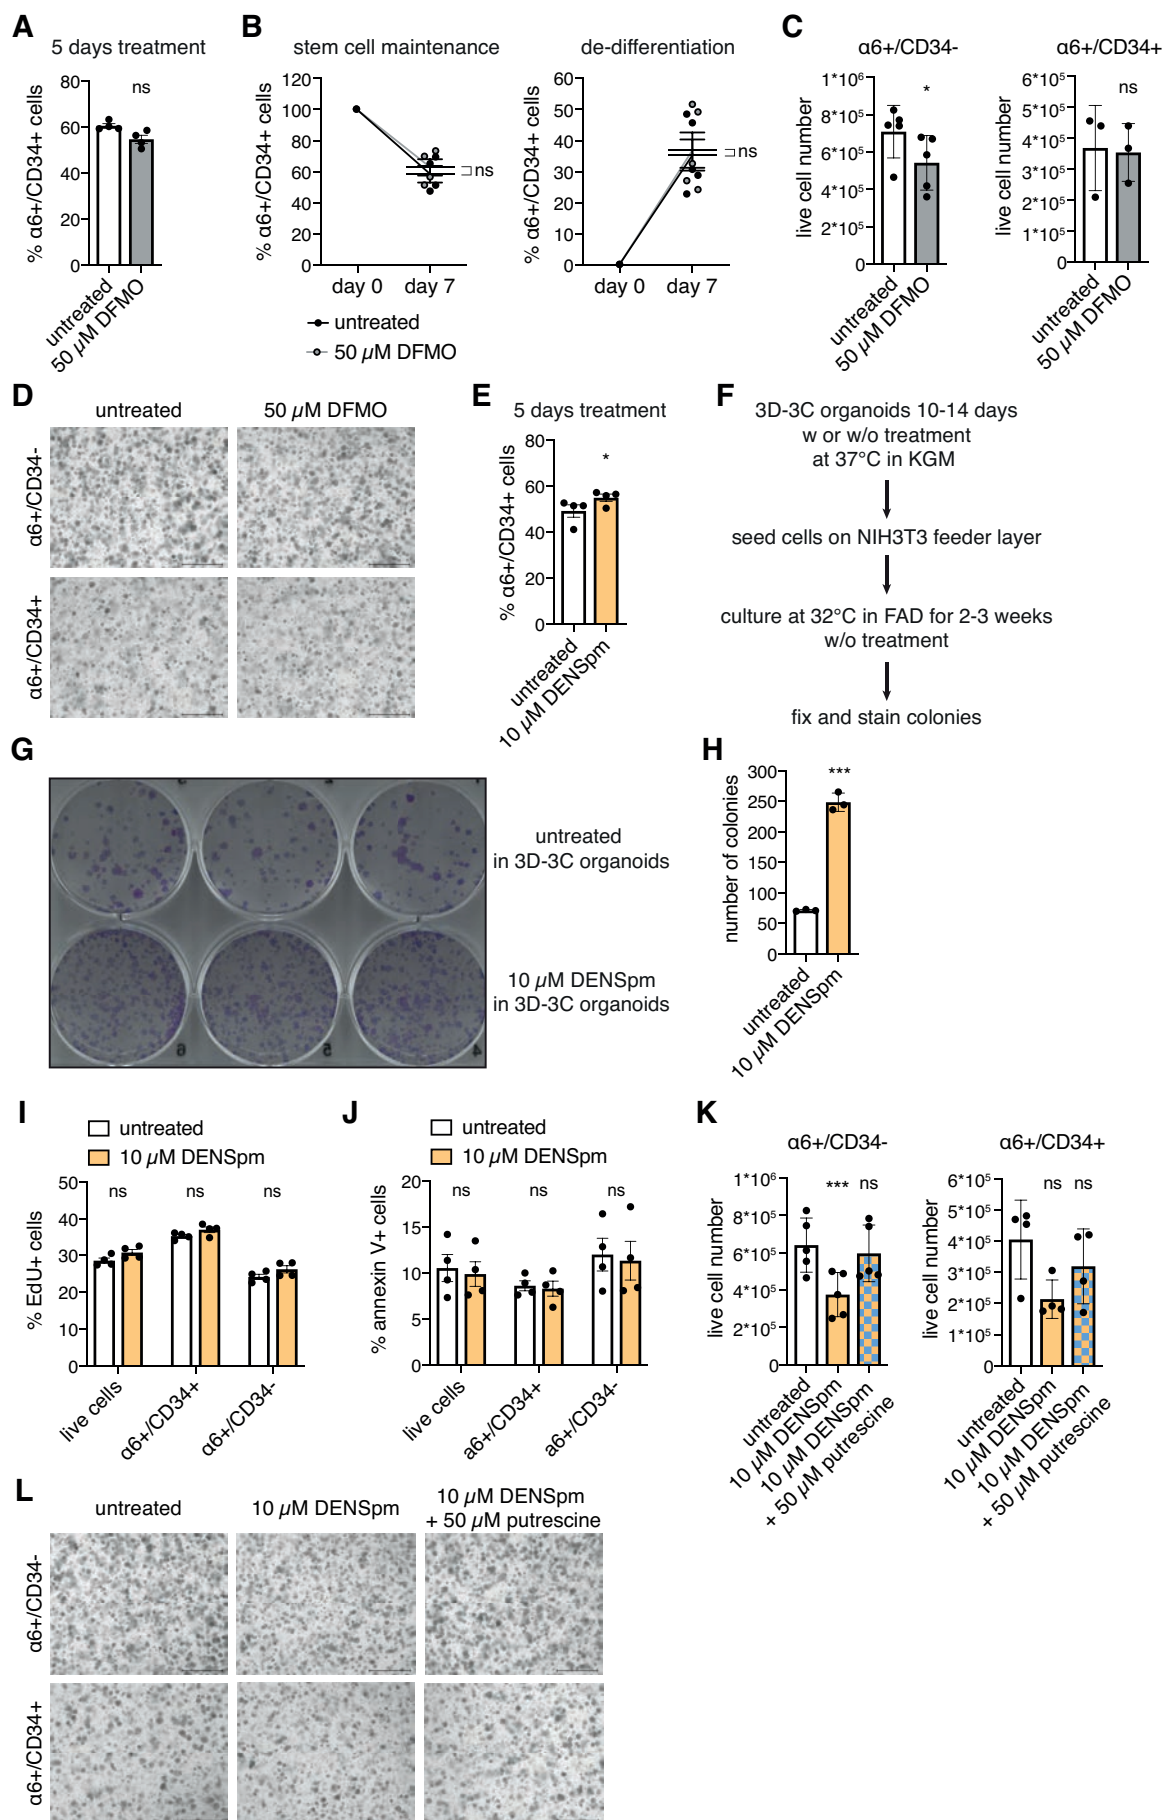

**Figure S2: DENSpm treatment increases stem cell potency without major effects on proliferation or apoptosis.** (A) Ratio of  $\alpha 6^{+}/CD34^{+}$  cells after two weeks of 3D-3C culture with or without DFMO treatment for the last 5 days. mean $\pm$ s.e.m. (n=4). (B) Ratio of  $\alpha 6^{+}/CD34^{+}$  cells on day 0 and day 7 post-sorting starting from 100 %  $\alpha 6^{+}/CD34^{+}$  cells (left; n=4) or 100 %  $\alpha 6^{+}/CD34^{-}$  cells (right; n=5) with or without DFMO treatment for the last 5 days of culture. mean $\pm$ s.e.m. (C) Live cell number of  $\alpha 6^{+}/CD34^{-}$  cells (left; n=5) and  $\alpha 6^{+}/CD34^{+}$  cells (right; n=3) on day 7 post-sorting. mean $\pm$ s.d. (D) Representative images of organoid cultures on day 7 post-sorting. (C,D) Treatment was performed for the last five days of culture. (E) Ratio of  $\alpha 6^{+}/CD34^{+}$  cells after two weeks of 3D-3C culture with or without DENSpm treatment for the last 5 days. mean $\pm$ s.e.m. (n=4). (F) Schematic representation of the workflow for colony formation assay after 3D-3C organoid culture. (G) Representative image of tissue culture plate after colony formation assay using cells with or without DENSpm treatment in 3D-3C organoids (n=2). (H) Quantification of colony number in (G). mean $\pm$ s.d. (n=3; technical duplicates). (I) Ratio of EdU $^{+}$  cells with or without DENSpm treatment for the last 72 h. EdU was incorporated for 2 h. mean $\pm$ s.e.m. (n=4). (J) Ratio of annexin V $^{+}$  cells with or without DENSpm treatment for the last 24 h. mean $\pm$ s.e.m. (n=4). (K) Live cell number of  $\alpha 6^{+}/CD34^{-}$  cells (left; n=5) and  $\alpha 6^{+}/CD34^{+}$  cells (right; n=4) on day 7 post-sorting. mean $\pm$ s.d. (L) Representative images of organoid cultures on day 7 post-sorting. (K,L) Treatment was performed for the last five days of culture. (A,C,E) Statistical significance was calculated by paired *t*-test. two-tailed p-values: \*  $p < 0.05$ ; ns: not significant. (B,H,I,J) Statistical significance was calculated by unpaired *t*-test. two-tailed p-values: \*\*\*  $p < 0.001$ ; ns: not significant. (K) Statistical significance was calculated by one-way ANOVA Dunnett post-test. p-values: \*\*\*  $p < 0.001$ , ns: not significant. (A,B,C,E,G,I,J,K) The cells were isolated from n mice. Each dot represents one biological replicate (n). (H) Each dot represents one technical replicate. (A,B,I,J) Analysis was performed in technical duplicates.

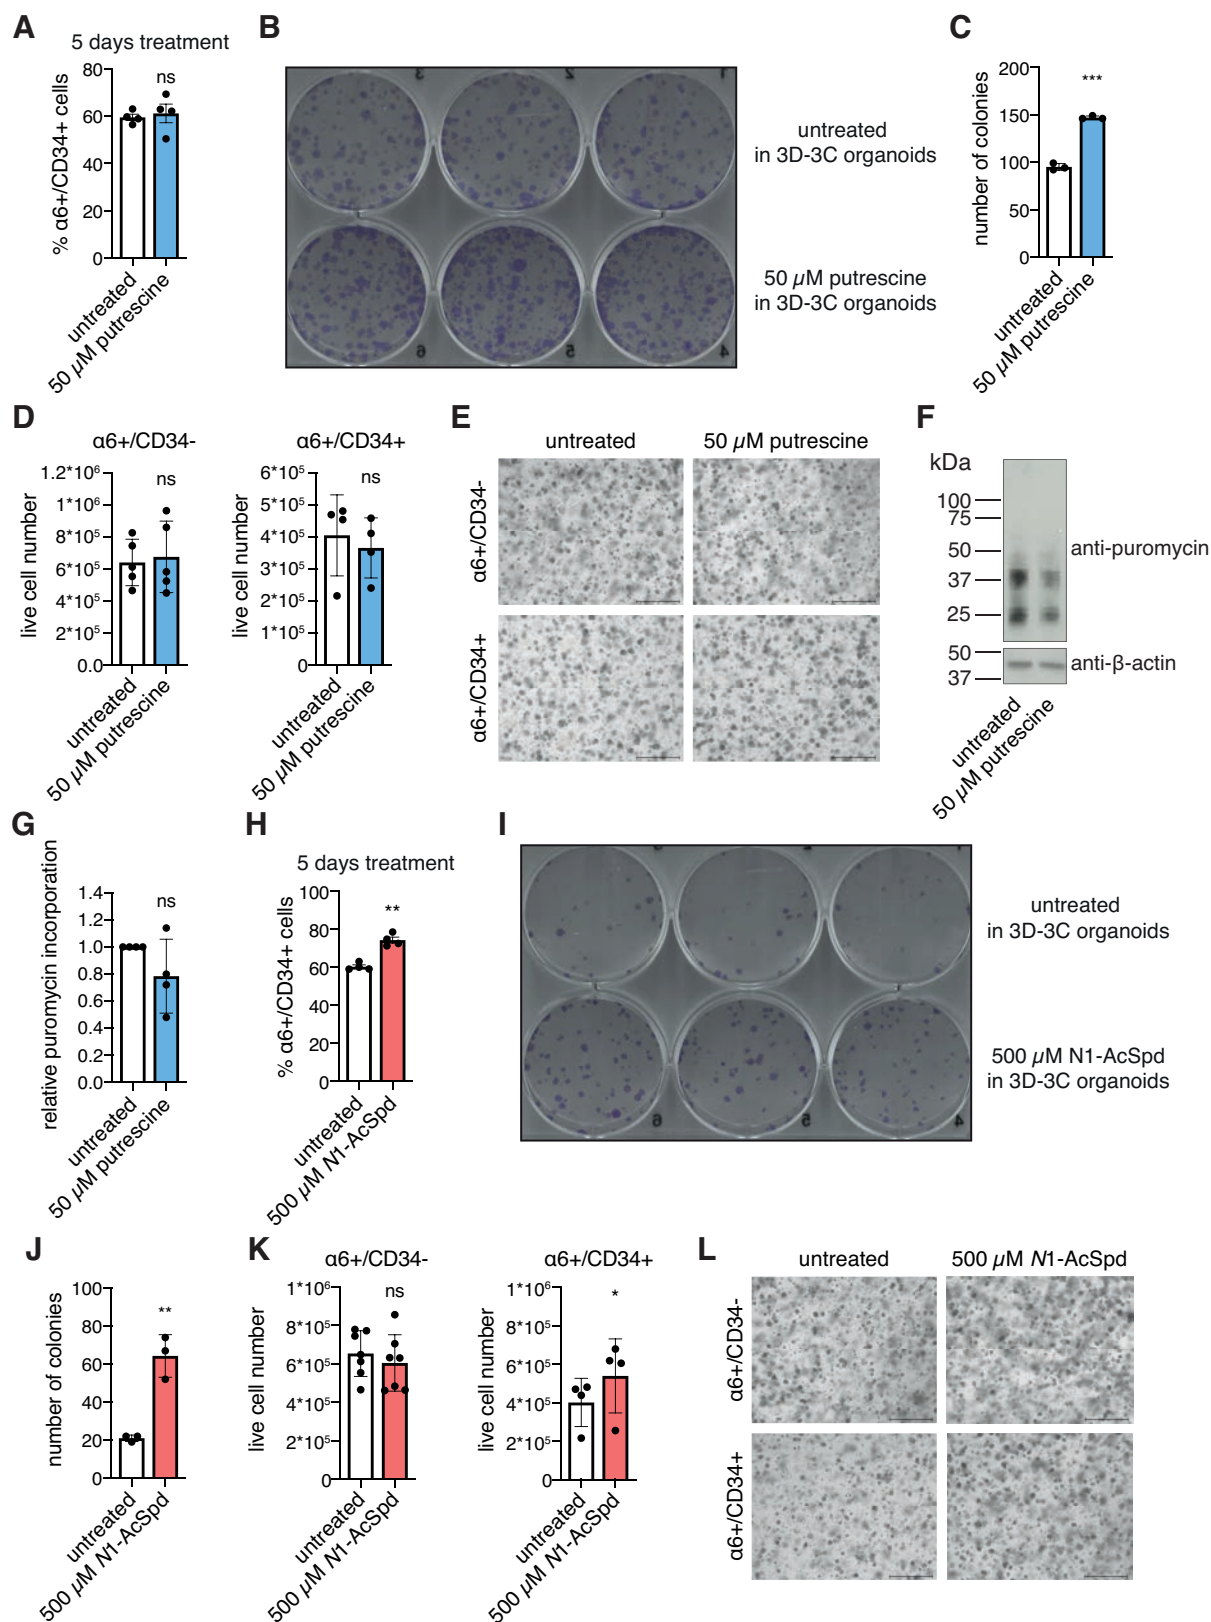

**Figure S3: Putrescine supplementation and N1-acetylspermidine treatment increase stem cell potency.** (A) Ratio of  $\alpha 6 + / CD34 +$  cells after two weeks of 3D-3C culture with or without putrescine treatment for the last five days. mean  $\pm$  s.e.m. (n=4). (B) Representative image of tissue culture plate after colony formation assay using cells with or without putrescine treatment in 3D-3C organoids (n=2). (C) Quantification of colony number of plate in (B). mean  $\pm$  s.d. (n=3; technical replicates). (D) Live cell number of  $\alpha 6 + / CD34 -$  cells (left; n=5) and  $\alpha 6 + / CD34 +$  cells (right; n=4) on day 7 post-sorting. mean  $\pm$  s.d. (E) Representative images of organoid cultures on day 7 post-sorting. (D,E) Treatment was performed for the last five days of culture. (F) Representative Western blot analysis after puromycin incorporation in 3D-3C cultured cells with or without putrescine treatment for the last 72 h of culture. (G) Quantification of Western blot analysis as shown in (F). mean  $\pm$  s.d. (n=4). (H) Ratio of  $\alpha 6 + / CD34 +$  cells after two weeks of 3D-3C culture with or without N1-AcSpd treatment for the last five days. mean  $\pm$  s.e.m. (n=4). (I) Representative image of tissue culture plate after colony formation assay using cells with or without N1-AcSpd treatment in 3D-3C organoids (n=3). (J) Quantification of colony number of plate in (I). mean  $\pm$  s.d. (n=3; technical replicates). (K) Live cell number of  $\alpha 6 + / CD34 -$  cells (left; n=7) and  $\alpha 6 + / CD34 +$  cells (right; n=4) on day 7 post-sorting. mean  $\pm$  s.d. (L) Representative images of organoid cultures on day 7 post-sorting. (K,L) Treatment was performed for the last five days of culture. (A,D,G,H,K) Statistical significance was calculated by paired *t*-test. two-tailed p-values: \*\* p<0.01, \* p<0.05, ns: not significant. (C,J) Statistical significance was calculated by unpaired *t*-test. two-tailed p-values: \*\*\* p<0.0001, \*\* p<0.01. (A,D,G,H,K) The cells were isolated from n mice. Each dot represents one biological replicate (n). (C,J) Each dot represent one technical replicate. (A,H) Analysis was performed in technical duplicates.

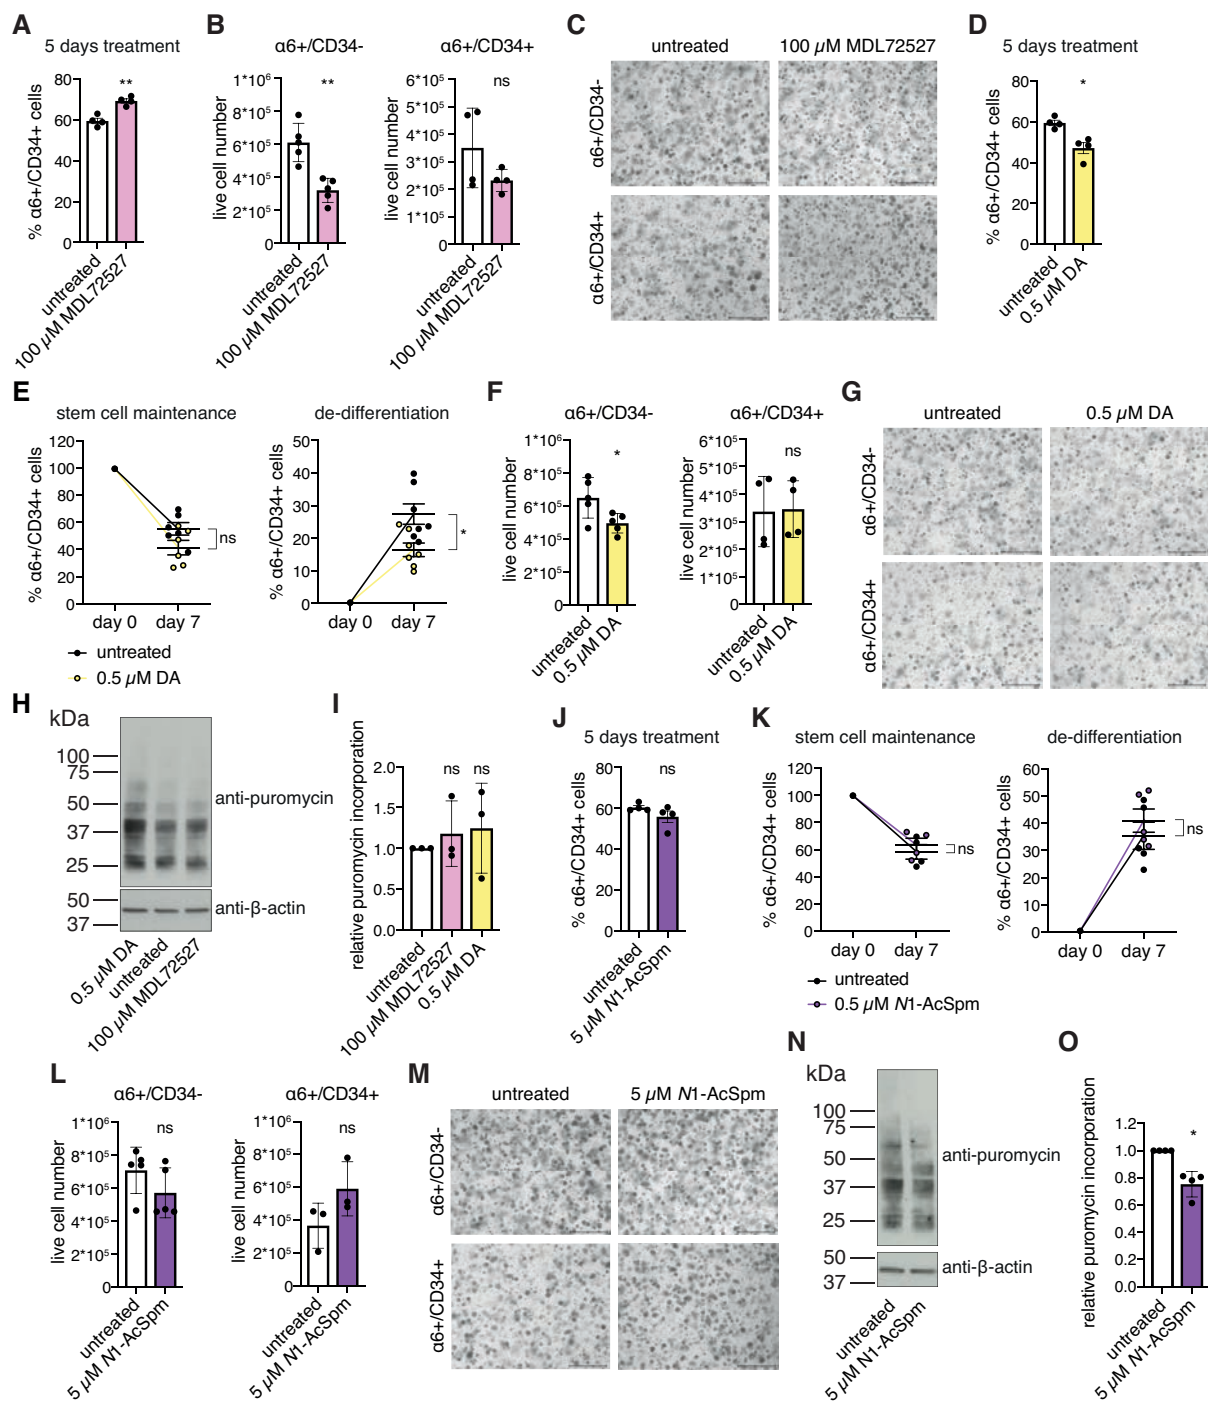

**Figure S4: Inhibition of PAOX and SSAT have opposing effects, while N1-acetylspermine treatment does not affect hair follicle stem cell fate in the 3D-3C organoids.** (A) Ratio of  $\alpha 6 + / CD 3 4 +$  cells after two weeks of 3D-3C culture with or without MDL72527 treatment for the last five days. mean  $\pm$  s.e.m. (n=4). (B) Live cell number of  $\alpha 6 + / CD 3 4 -$  cells (left; n=5) and  $\alpha 6 + / CD 3 4 +$  cells (right; n=4) on day 7 post-sorting. mean  $\pm$  s.d. (C) Representative images of organoid cultures on day 7 post-sorting. (D) Ratio of  $\alpha 6 + / CD 3 4 +$  cells after two weeks of 3D-3C culture with or without diminazene aceturate (DA) treatment for the last five days. mean  $\pm$  s.e.m. (n=4). (E) Ratio of  $\alpha 6 + / CD 3 4 +$  cells at day 0 and day 7 post-sorting starting from 100 %  $\alpha 6 + / CD 3 4 +$  cells (left; n=6) or 100 %  $\alpha 6 + / CD 3 4 -$  cells (right; n=7) with or without DA treatment. mean  $\pm$  s.e.m. (F) Live cell number of  $\alpha 6 + / CD 3 4 -$  cells (left; n=5) and  $\alpha 6 + / CD 3 4 +$  cells (right; n=4) on day 7 post-sorting. mean  $\pm$  s.d. (G) Representative images of organoid cultures on day 7 post-sorting. (H) Representative Western blot analysis after puromycin incorporation in 3D-3C cultured cells with or without MDL72527 or DA treatment for the last 72 h of culture. (I) Quantification of Western blot analysis as shown in (H). mean  $\pm$  s.d. (n=3). (J) Ratio of  $\alpha 6 + / CD 3 4 +$  cells after two weeks of 3D-3C culture with or without N1-AcSpm treatment for the last five days. mean  $\pm$  s.e.m. (n=4). (K) Ratio of  $\alpha 6 + / CD 3 4 +$  cells at day 0 and day 7 post-sorting starting from 100 %  $\alpha 6 + / CD 3 4 +$  cells (left; n=4) or 100 %  $\alpha 6 + / CD 3 4 -$  cells (right; n=5) with or without N1-AcSpm treatment. mean  $\pm$  s.e.m. (L) Live cell number of  $\alpha 6 + / CD 3 4 -$  cells (left; n=5) and  $\alpha 6 + / CD 3 4 +$  cells (right; n=3) on day 7 post-sorting. mean  $\pm$  s.d. (M) Representative images of organoid cultures on day 7 post-sorting. (N) Representative Western blot analysis after puromycin incorporation in 3D-3C cultured cells with or without N1-AcSpm treatment for the last 72 h of culture. (O) Quantification of Western blot analysis as shown in (N). mean  $\pm$  s.d. (n=4). (A,B,D,F,J,L,O) Statistical significance was calculated by paired *t*-test. two-tailed p-values: \*\*  $p < 0.01$ , \*  $p < 0.05$ , ns: not significant. (E,K) Statistical significance was calculated by unpaired *t*-test. two-tailed p-values: \*  $p < 0.05$ , ns: not significant. (I) Statistical significance was calculated by one-way ANOVA Dunnett's post-test. ns: not significant. (A,B,D-F,I-L,O) Each dot represents one biological replicate (n). (A,D,E,J,K) Analysis was performed in technical duplicates. (B,C,E-G,K-M) Treatment was performed for the last five days of culture.

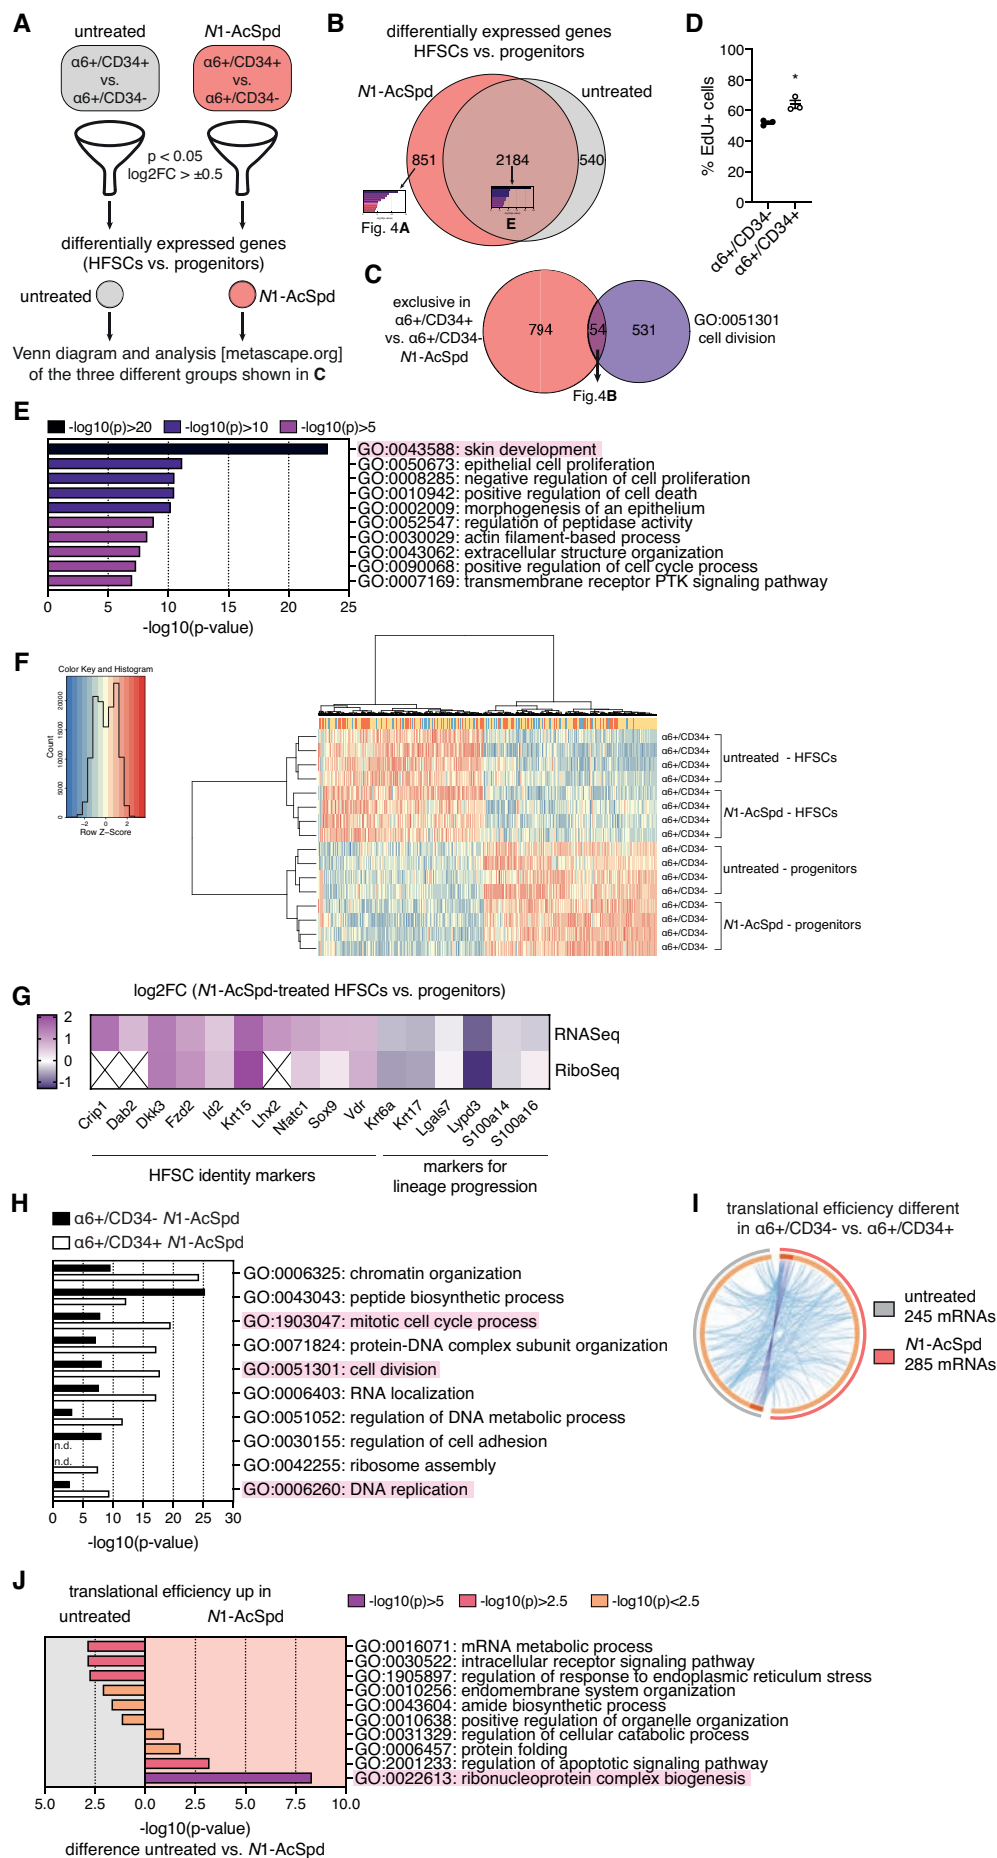

**Figure S5: 3' RNA-sequencing and Ribo-sequencing analysis upon N1-acetylspermidine treatment.** (A) Schematic representation of the bioinformatic workflow.  $\alpha 6+/\text{CD}34-$  cells and  $\alpha 6+/\text{CD}34+$  cells were compared for untreated and treated conditions. Genes were filtered ( $p\text{-value} < 0.05$ ,  $\log_2\text{FC} > \pm 0.5$ ) and the resulting lists were used for further analysis. untreated is shown in gray, N1-AcSpd is depicted in red. (B) Venn diagram of the two groups from (A). untreated is shown in gray, N1-AcSpd is depicted in red. (C) Venn diagram of differentially expressed genes upon N1-AcSpd treatment (red) and genes covered by GO term cell division (purple). (D) Ratio of EdU+ cells in  $\alpha 6+/\text{CD}34-$  progenitors and  $\alpha 6+/\text{CD}34+$  HFSCs.  $\text{mean} \pm \text{s.e.m.}$  ( $n=3$ ). Statistical significance was calculated by paired  $t$ -test. two-tailed  $p$ -value: \*  $p < 0.05$ . Each dot represents one biological replicate ( $n$ ). Analysis was performed in technical duplicates. (E) GO term analysis of differentially expressed genes between cell types ( $p\text{-value} < 0.05$ ,  $\log_2\text{FC} > \pm 0.5$ ) from 3' RNASeq experiment common in untreated and treated cells (overlap shown in (B), biological process, metascap.org). (F) Heat map showing differentially expressed genes with a  $p \leq 0.05$  ( $\alpha 6+/\text{CD}34-$  vs.  $\alpha 6+/\text{CD}34+$ ; treated or untreated). (G) Heatmap showing mean values of  $\log_2\text{FC}$  of different HFSC identity markers (left) and markers for lineage progression (right) comparing RNASeq (top) and RiboSeq (bottom) upon N1-AcSpd treatment. The ratio of the  $\log_2\text{FC}$  in HFSCs vs. progenitor cells is displayed. A crossed cell indicates that the respective transcript was not detected in at least one sample in the RiboSeq experiment. ( $n=2$  for each condition). (H) GO term analysis of all translated genes comparing  $\alpha 6+/\text{CD}34-$  progenitor cells and  $\alpha 6+/\text{CD}34+$  HFSCs upon N1-AcSpd treatment (biological process, metascap.org). The ten GO terms with the biggest difference in enrichment between the translomes of progenitors and HFSCs are shown. (I) Circos plot showing the overlap at the transcript level (purple lines) and the GO term level (blue lines) between differentially translated transcripts ( $p < 0.05$ ) in  $\alpha 6+/\text{CD}34-$  progenitors vs.  $\alpha 6+/\text{CD}34+$  HFSCs in untreated compared to N1-AcSpd-treated cells. (J) GO term analysis of differentially translated transcripts ( $p < 0.05$ ) in  $\alpha 6+/\text{CD}34-$  progenitors vs.  $\alpha 6+/\text{CD}34+$  HFSCs in untreated compared to N1-AcSpd-treated cells. The ten GO terms with the biggest difference between untreated and N1-AcSpd-treated cells are shown. GO terms enriched in untreated cells are shown on the left, GO terms enriched in N1-AcSpd-treated cells are display on the right side.

## Supplementary references

**Chacón-Martínez, C. A., Klose, M., Niemann, C., Glauche, I. & Wickström, S. A.** (2017). Hair follicle stem cell cultures reveal self-organizing plasticity of stem cells and their progeny. *EMBO J.* **36**, 151-164.

How the deposited data were processed for this re-analysis (not part of the article)

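RNA-seq and Ribo-seq libraries were made from the same lysates of progenitors and HFSCs sorted from organoids that were left untreated or given N1-AcSpd for the last 72 h of culture. With 2 donor mice this makes 16 libraries, 8 per assay and 2 per group. Replicates 1 and 2 name the donors, so the replicate number pairs the samples; the check of this pairing used the difference between the mice in each group, which correlated between 0.39 and 0.71 among 3 of the RNA-seq groups and between −0.67 and −0.39 with the HFSC N1-AcSpd group.

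The authors trimmed adapters with flexbar, removed rRNA and tRNA reads with bowtie and aligned the rest with STAR to mm10 and its transcriptome, then deposited unscaled read counts per transcript; the counter, the counted region and the handling of reads with several matches are not stated. The authors also deposited 4 tables of differential translation made with the R package Riborex. Their columns named fpkm were made by the authors as CPM of the library total, without transcript length. The authors give a log2 fold change of translational efficiency with its standard error. The p-value columns the authors deposited are per transcript, unadjusted and adjusted, and cover transcripts with a mean of at least 5 footprints (the highest mean left out was 4.75), where the methods name a mean of 1 read. The count columns of these tables equal the count tables in 2048832 of 2048832 values. All 16 libraries were used as deposited.

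From the counts, 1 transcript was kept per gene, the one with the most footprints over the 8 Ribo-seq libraries, then the most RNA-seq counts, then the first identifier; a symbol shared by several identifiers (33 further ones) went to the one with the most footprints. Over all transcripts the counts add up to 2.25 times this total in Ribo-seq and 2.53 times in RNA-seq. CPM values computed here are counts divided by the TMM-scaled library size. Each log2 fold change and p-value computed here comes from edgeR 4.0.16 in R 4.3.3: TMM factors, a quasi-likelihood fit of the 4 groups of an assay, genes with a mean of at least 1 count, and Benjamini-Hochberg adjustment. For translational efficiency the 4 RNA-seq and 4 Ribo-seq libraries of a comparison were fitted together, with TMM within each assay and a mean of at least 1 count in each, and the interaction of assay and group was tested. The log2 and p-value columns of the authors were read only to count and compare calls: among genes tested in both, 172 genes were called here and 236 in the deposited untreated table, 148 in both, and 187, 270 and 173 with N1-AcSpd.

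Gene Ontology annotation was not used here; 17 hand-written lists with 843 genes stand in for its terms: ribosomal proteins, initiation factors, ER stress response, TCA cycle, OXPHOS, glycolysis, proteasome, cell cycle, the cell division genes of Table S1, ribosome biogenesis, localization to the MTOC, endosomal transport, HFSC identity markers, lineage markers, polyamine pathway, immediate early and heat shock genes, and late epidermal differentiation. They were tested with camera (limma 3.58.1, correlation between genes 0.01) and adjusted over the 68 tests of an assay; those of the interaction were adjusted on their own. Under fry the RNA-seq calls that hold are the identity, late differentiation, ribosome biogenesis and ER stress lists between untreated cells, late differentiation between treated cells, and with N1-AcSpd ribosome biogenesis in both cell types and late differentiation in progenitors; endosomal transport passes under fry alone in 2 comparisons, and no Ribo-seq or translational efficiency list passes. The genes named are the 16 markers of Figs S1J and S5G, Cd34, Itga6, the polyamine list, the genes of Table S1 as a group, and per comparison the 3 with the smallest p-value in each direction, among those past its threshold with a mean of at least 10 counts in each assay used and the same direction in both mice. Igf2bp3 and Pabpc1 were chosen after their values were seen. A gene that meets this rule is not reported here.

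Depth and spread both bear on the precision. The Ribo-seq libraries held 34475 to 268052 footprints and the RNA-seq libraries 21612795 to 31524062 counts on the transcripts kept, and 6433 to 9840 genes per Ribo-seq library had a footprint. In simulated libraries with the measured means and spreads (coefficient of variation 15.0% in RNA-seq and 34.7% in Ribo-seq), 4-fold changes in 200 genes with a mean of at least 10 counts passed the adjusted test for 100% in RNA-seq and 45% in Ribo-seq. The same change in footprints alone reached an unadjusted p-value under 0.05 for 91.5% of genes, with 7.18% of the unchanged genes.

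The alternatives tried were DESeq2 1.42.0, RLE factors, no minimum and a minimum mean of 10 counts, the mouse as a block, only the libraries compared, the other p-value threshold, fry, a prior count of 0.5 in place of 2, each mouse left out, and, chosen after seeing the data, sums over transcripts, every transcript tested, a mean of at least 5 footprints, limma with a spread for each assay and exchanged replicate numbers for 2 libraries. Uniqueness of a coding sequence is the share of its 28-base words found nowhere else in the genome. Other steps used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, numba 0.67.0 and matplotlib 3.10.9. Metascape enrichment was not repeated, and the 3′ RNA-seq data were not analysed here.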

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

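The test of a larger share of differentiated cells was chosen only after the result was seen.

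Late epidermal differentiation genes, which the paper does not discuss, rose with N1-AcSpd in RNA-seq: the median log2 fold change was 1.61 in progenitors (20 of 21 genes higher; camera adjusted P = 6.93e-38, fry 0.0259; 1.47 in replicate 1 and 1.36 in replicate 2) and 0.94 in HFSCs (18 of 21 higher; camera adjusted P = 2.79e-20, fry 0.0578; 0.57 without replicate 2). In progenitors 5 of the genes passed edgeR's test with BH adjustment over all genes and 14 over the list alone, and in HFSCs 0 and 9 (9 unadjusted). In Ribo-seq the medians were 1.74 (1.03 with genes at the count limit set to their bound; 1.55 in replicate 1 and 0.32 in replicate 2) and 1.39 (0.67; 1.12 and 0.74), with camera adjusted P = 6.08e-09 and 4.56e-04 and fry 0.493 and 0.602. GC content and gene length are argued against as the cause, since the progenitor median was 1.57 against genes of similar GC content and length. It was 1.52 with every RNA-seq library thinned to the smallest. That thinning kept 88.2% to 100% of each progenitor library, so the median could hardly move and the test decides nothing about library size. A larger share of differentiated cells among the sorted progenitors cannot be told apart from a change within the cells: the 5 genes of the list with the most counts had a median of 0.68, with Dmkn at 0.29, Sbsn at 0.68, Krtdap at 0.65, Sprr1a at 2.07 and Sprr1b at 1.61, and the design holds no count of cell types. All the genes of the list are keratinocyte genes, so the studied cells themselves are among their sources. An effect of N1-AcSpd on differentiation may be a further explanation and stays open.

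The rise differed between the cell types in 1 of 2 tests. The interaction of cell type and treatment had a median log2 value of −0.45 over the list in RNA-seq, with 18 of 21 genes rising less in HFSCs and a camera adjusted P of 1.55e-06, but fry gave 0.984, 0 genes passed singly and 2 had an unadjusted P under 0.05. No technical explanation was tested for this difference on its own.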

How the results depend on the processing

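The tests and the alternatives were set before the data were examined, apart from the 5 alternatives named below and the tests of a larger share of differentiated cells, of a reversal of the mouse difference and of the mitochondrial footprints, all chosen after seeing the values. In all 165 results were computed under 831 alternatives. Where no cause is named below, the cause was not tested.

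For genes past an adjusted P of 0.05 in RNA-seq, the 21 between untreated cells became 1363 unadjusted, 268 with DESeq2 (156 higher), 167 without a count minimum, 3 with the replicate block and 10 with only the 4 libraries compared. The 106 between treated cells became 1592, 377, 262, 44 and 27. The 34 for N1-AcSpd in progenitors became 1262, 174 (126 higher), 111, 7 with the replicate block and 20 with a mean of at least 10 counts. The 0 in HFSCs became 1100, 125 and 43, and 5 with only the 4 libraries compared, and the 0 of the interaction 118 unadjusted. In Ribo-seq the 1 between untreated cells became 223 unadjusted, 2 with DESeq2, 3 with RLE, 2 with a mean of at least 10 counts, 2 with the replicate block and 2 with only the 4 libraries. The 3 between treated cells became 291, 1 with DESeq2 (higher), 5 with RLE (1 higher), 1 with a mean of at least 10 counts and 11 with only the 4 libraries. The 2 for N1-AcSpd in progenitors became 239 unadjusted and 0 with DESeq2, the 0 in HFSCs 299 and the 0 of the interaction 230.

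For translational efficiency at an unadjusted P under 0.05, adjustment left 0 in each comparison, and a mean of at least 10 counts, which tests fewer genes, gave 88, 87, 128 and 112 for 459 (untreated), 501 (treated), 512 (N1-AcSpd in progenitors) and 579 (in HFSCs). DESeq2 turned the balance of directions, with 303 of 519, 275 of 605 and 336 of 600 higher in the first 3. With N1-AcSpd in progenitors the median over all genes was −0.14, and −0.04 with DESeq2, so directions there are relative to this shift. With the replicate block 5 genes passed adjustment for N1-AcSpd in progenitors, all lower, and without a count minimum 1 did in HFSCs. The block with the exchanged replicate numbers, chosen after seeing the values, gave 2 in HFSCs (0 higher, 2 lower). The 32 calls shared by untreated and treated cells became 21 with the replicate block and 4 with a mean of at least 10 counts.

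Chosen after seeing the values, sums over transcripts gave 70 for treated cells and 1 for N1-AcSpd in progenitors in RNA-seq, 0 in 3 Ribo-seq comparisons (untreated, treated and N1-AcSpd in progenitors), 736 and 771 for translational efficiency in untreated and treated cells, and 8 Ribo-seq list calls. Every transcript tested gave 62, 196 and 17 in RNA-seq, 0 for treated cells in Ribo-seq, and 1382, 1434, 1440 and 1681 for translational efficiency. A mean of at least 5 footprints gave 198, 201, 234 and 211 and 8 shared calls, and limma with a spread for each assay 243, 328, 269 and 352 and 16 shared calls. With the replicate numbers of the 2 HFSC N1-AcSpd RNA-seq libraries exchanged, the replicate block gave 752, 903, 441 and 269 RNA-seq genes and the SD shared by the mice with N1-AcSpd was 0.333 instead of 0.165.

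Of the list tests, camera passed 31 in RNA-seq, fry 10 and fry with the replicate block 7; in Ribo-seq these were 14, 0 and 0. In translational efficiency camera passed 0, and 1 with the replicate block (initiation factors, −0.34, adjusted P = 0.0333). Fry left the median as it is and no longer passed initiation factors (−0.41) and cell cycle genes (0.36) in untreated Ribo-seq, cell cycle genes in treated Ribo-seq (0.42) and late differentiation in HFSC RNA-seq (0.94). The treated cell cycle median no longer passed with a mean of at least 10 counts (0.35) or summed transcripts (0.39), and ribosomal proteins then passed with at least 10 counts (−0.37). Signs reversed with at least 10 counts for ER stress (0.032), TCA (0.074) and OXPHOS (0.011) untreated, OXPHOS treated (−0.024), and in translational efficiency MTOC treated (−0.012) and ribosome biogenesis in HFSCs (0.044). RLE reversed glycolysis untreated (0.021) and OXPHOS treated (−0.017). The replicate block reversed glycolysis untreated (0.020), ER stress in translational efficiency (−0.00052), MTOC treated (−0.062) and Lgals7 in untreated Ribo-seq (0.0074), and summed transcripts MTOC treated (−0.090). The other calls that the replicate block changed are given above and beside the genes.

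Leaving out 1 mouse gave, as lowest and highest median in untreated Ribo-seq, −0.19 and −0.028 for ribosomal proteins, −0.41 and −0.28 for initiation factors, −0.37 and 0.24 for ER stress, 0.19 and 0.40 for cell cycle, −0.24 and 0.41 for TCA, −0.18 and 0.26 for OXPHOS, −0.13 and 0.42 for glycolysis and −0.10 and 0.014 for the proteasome. In treated Ribo-seq it gave 0.25 and 0.31 for cell cycle, −0.26 and −0.012 for initiation factors, −0.18 and −0.14 for ER stress and −0.18 and 0.087 for TCA. In translational efficiency it gave −0.28 and −0.26 for initiation factors and −0.0039 and 0.40 for ER stress untreated, 0.16 and 0.19 for ribosome biogenesis, −0.13 and 0.10 for MTOC and 0.058 and 0.34 for endosomal transport treated, and −0.30 and 0.40, −0.28 and 0.075, and −0.11 and 0.26 for these 3 with N1-AcSpd in progenitors. In RNA-seq it gave −0.25 and −0.14 for ER stress, 1.34 and 1.55 for late differentiation in progenitors, 0.18 and 0.24 for ribosome biogenesis in progenitors and 0.57 and 1.02 for late differentiation in HFSCs.

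The numbers of genes at equal depth, 684, 689, 689 and 718, were 6442, 6367, 6200 and 6257 at a minimum of 1 count and 2776, 2120, 1661 and 2326 without thinning. The Ribo-seq SD shared by the mice in untreated cells was 0.101 with a mean of at least 10 counts, against 0.301, and in treated cells 0.265 against 0.339. Among the 104 gene results DESeq2 made 8 stronger and 4 weaker, the replicate block made 7 weaker and 1 reversed, and 10 and 20 moved without replicate 1 and 2. Few single genes can be found in Ribo-seq. Of simulated 4-fold changes with a mean of at least 1 count, 7% passed the adjusted test, against 90% in RNA-seq.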

Differences from the paper's values

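Fig. S5I shows about 250 transcripts with different translational efficiency between untreated HFSCs and progenitors in the paper (read by eye), where 459 genes were found here. None of the alternatives set before the data were examined came within 1.5 times of the paper's number; 2 that were chosen after seeing the values did, a mean of at least 5 footprints (198) and limma with a spread for each assay (243). With N1-AcSpd the paper's Fig. S5I shows about 290 (read by eye), where 501 were found here. Of the alternatives set before the data were examined, the replicate block (401) came within 1.5 times and the others did not; with the exchanged replicate numbers, chosen after seeing the values, the block gave 539. Of those chosen after seeing the values, a mean of at least 5 footprints (201) and limma with a spread for each assay (328) did. The authors' own deposited tables hold 571 transcripts of 320 genes with an unadjusted P under 0.05 in the untreated comparison and 631 transcripts of 330 genes with N1-AcSpd.

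The paper places a raised ER stress response in HFSCs, from GO terms enriched in sets of genes. The values here are median changes of hand-written lists, which is an unlike measure. Here the listed genes had a median log2 fold change of HFSCs over progenitors of −0.22 in RNA-seq and −0.11 in Ribo-seq; a mean of at least 10 footprints gave 0.03 in Ribo-seq, and translational efficiency 0.08. It places the TCA cycle and OXPHOS in progenitors, where the Ribo-seq medians here were −0.08 and −0.05 with camera adjusted P of 0.977 for both. It places glycolysis in HFSCs, where the median was −0.01 in Ribo-seq (0.02 with RLE factors) and −0.10 in RNA-seq. For translational efficiency it places translation in progenitors; no list passed camera here, and initiation factors did with the replicate block (−0.34, adjusted P = 0.0333). Among genes of different translational efficiency with N1-AcSpd it names ribosome biogenesis, MTOC localization and endosomal transport. Their medians here between treated HFSCs and progenitors were 0.18, 0.08 and 0.30 with camera adjusted P of 0.695, 0.837 and 0.629. Against untreated cells the translational efficiency medians of these lists, given above, were negative in progenitors. In HFSCs the ribosome biogenesis median was negative and the others were positive, and none of these passed camera. Under N1-AcSpd its Fig. S5G marks Crip1, Dab2 and Lhx2 as not detected in at least 1 Ribo-seq sample; here Id2 had a library with 0 footprints too.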

Other observations

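The tests of a reversal of the mouse difference by N1-AcSpd, and both tests of the mitochondrial footprints, were chosen only after the result was seen.

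The difference between the 2 mice ran the other way in the HFSC N1-AcSpd RNA-seq libraries. Over 10874 genes it correlated between 0.39 and 0.71 among the other 3 RNA-seq groups and between −0.67 and −0.39 with them. Of 34 genes that set the mice apart in those 3 groups, 34 went the opposite way here, for example Igf2bp3, chosen after its values were seen, at 4.69, 5.59 and 6.11 against −5.55 (log2). Exchanged replicate numbers for these 2 libraries are a candidate explanation: in genes with a mean of 10 to 50 counts, not used to see the pattern, the correlation closest to 0 was still −0.36. A reversal by N1-AcSpd in HFSCs is argued against by the footprints of the same cells, whose mouse difference correlated at 0.48 with the progenitor N1-AcSpd RNA-seq libraries and at −0.58 with their own RNA-seq libraries. The labels were kept as deposited.

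Ribosomal protein genes had few footprints for their RNA-seq counts, with a median log2 ratio of −6.07 against 0.10 for other genes. Reads shared between paralogs or pseudogenes may account for much of it: outside the list, genes with under 20% unique coding words lay −2.91 from those with 95% or more. A gap remained within bins of uniqueness. Under 20%, 68 ribosomal protein genes had a median of −7.20 against −2.74 for 334 other genes. At 20% to 80%, 11 had −1.27 against −0.31 for 989 others. Genes within such a bin can still differ in uniqueness. Low translation of these messages cannot be told apart, since 3 ribosomal protein genes have at least 80% unique words (median −1.56 from other such genes), and fewer than 5 genes were taken as too few, a minimum that was not part of the written prediction.

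Genes encoded in mitochondria held 0.278 ± 0.251% of the footprints without and 0.0675 ± 0.0218% with N1-AcSpd (n = 4). Less mitochondrial RNA is argued against by the RNA-seq share, 1.34 times as high with N1-AcSpd. A single deviating library is argued against as the whole of it: without untreated progenitor replicate 1 the untreated share was still 2.27 times the treated one. An effect of N1-AcSpd may be an explanation and stays open, as does how mitochondrial ribosomes are recovered, which was not tested.

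For the rise of ribosome biogenesis genes with N1-AcSpd in progenitor RNA-seq, the median was 0.22 against genes of similar GC content and length, which argues against these as the whole cause. It was 0.19 with equal library sizes, but the progenitor libraries were so close in size that this could hardly change. For the lower ER stress genes in untreated HFSCs in RNA-seq it was −0.21 against genes of similar GC content and length. The negative correlation of the N1-AcSpd effect in progenitors with the cell-type difference stayed at −0.32 after that correction and at −0.29 without the genes of the 17 lists. An effect of N1-AcSpd or of cell type may stand behind these 3 patterns as a hypothesis, found and tested on the same data.

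The number of translational efficiency calls was close to what chance gives. Too few footprints to see a 4-fold change at an unadjusted P is argued against by simulated genes, of which 75.9% reached an unadjusted P under 0.05. So did 8.38% of the unchanged genes. With adjustment 37.2% of the changed genes passed in edgeR's test. Smaller changes were not simulated, so too few footprints for those stays open. In simulated libraries without a change the test called 8.49% of genes, more than the real 5.23% to 6.90%, and limma with a spread for each assay called 5.67%.

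The cell division genes of Table S1 had a median log2 fold change of HFSCs over progenitors of 0.22 in untreated RNA-seq (45 of 54 higher, camera adjusted P = 0.0320, fry 0.882). In untreated Ribo-seq it was 0.35 (32 of 47 higher, 0.0971). With N1-AcSpd the medians were 0.25 (46 of 54, 0.0150, fry 0.816) and 0.36 (33 of 47, 0.0461, fry 0.801). The treated RNA-seq median was −0.31 in replicate 1 and 0.87 in replicate 2, or 0.16 and 0.35 with the replicate numbers of the 2 HFSC libraries exchanged. In Ribo-seq replicates 1 and 2 gave 0.33 and 0.18 untreated, and 0.26 and 0.01 with N1-AcSpd. Immediate early and heat shock genes had Ribo-seq medians of 0.27 untreated (camera adjusted P = 0.0952) and −0.18 with N1-AcSpd (0.331). Replicates 1 and 2 gave 0.35 and 0.35 untreated, and 0.03 and −0.14 with N1-AcSpd. Late epidermal differentiation genes were lower in HFSCs, with RNA-seq medians of −1.06 untreated (camera adjusted P = 3.04e-19) and −1.66 with N1-AcSpd (3.22e-34). Replicates 1 and 2 gave −0.98 and −0.93 untreated, and −1.79 and −0.96 with N1-AcSpd. With the replicate numbers of the 2 treated HFSC libraries exchanged the treated values were −1.29 and −1.53.

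Polyamine pathway genes changed with N1-AcSpd by a median of 0.08 in progenitors (12 of 19 higher; camera adjusted P = 0.0622) and 0.11 in HFSCs (12 of 19; 0.0703; −0.10 in replicate 1 and 0.23 in replicate 2, or 0.12 in each with the exchanged numbers) in RNA-seq. In edgeR's test with BH adjustment Mat2a passed in progenitors (0.75, SE 0.112, adjusted P = 0.0481; 76.6 ± 2.08 to 129 ± 15.0 CPM), and Sat1 had 0.72 in progenitors (adjusted P = 0.565) and 0.73 in HFSCs (0.645). Odc1, Amd1, Amd2, Sms, Sat2, Paox, Oaz1, Oaz2, Azin1, Arg1 and Arg2 were at or under 3 footprints in every library, so no fold is given for them in Ribo-seq; of the Odc1 coding words 14.2% are unique.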
